# Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in *Drosophila*

**DOI:** 10.1093/nar/gkad336

**Published:** 2023-05-04

**Authors:** Maksim Erokhin, J Lesley Brown, Dmitry Lomaev, Nadezhda E Vorobyeva, Liangliang Zhang, Lika V Fab, Marina Yu Mazina, Ivan V Kulakovskiy, Rustam H Ziganshin, Paul Schedl, Pavel Georgiev, Ming-an Sun, Judith A Kassis, Darya Chetverina

## Abstract

The Polycomb group (PcG) proteins are fundamental epigenetic regulators that control the repressive state of target genes in multicellular organisms. One of the open questions is defining the mechanisms of PcG recruitment to chromatin. In *Drosophila*, the crucial role in PcG recruitment is thought to belong to DNA-binding proteins associated with Polycomb response elements (PREs). However, current data suggests that not all PRE-binding factors have been identified. Here, we report the identification of the transcription factor Crooked legs (Crol) as a novel PcG recruiter. Crol is a C2H2-type Zinc Finger protein that directly binds to poly(G)-rich DNA sequences. Mutation of Crol binding sites as well as *crol* CRISPR/Cas9 knockout diminish the repressive activity of PREs in transgenes. Like other PRE-DNA binding proteins, Crol co-localizes with PcG proteins inside and outside of H3K27me3 domains. Crol knockout impairs the recruitment of the PRC1 subunit Polyhomeotic and the PRE-binding protein Combgap at a subset of sites. The decreased binding of PcG proteins is accompanied by dysregulated transcription of target genes. Overall, our study identified Crol as a new important player in PcG recruitment and epigenetic regulation.

## INTRODUCTION

Epigenetic control is required to establish and maintain correct patterns of gene expression that determine cellular identity and prevent the development of pathologies in multicellular organisms (1). Polycomb group (PcG) proteins are transcriptional repressors that control chromatin state of facultative heterochromatin (2–5). PcG genes were first identified genetically in *Drosophila* through studies on the Hox genes that specify segment identity during development (3,5–7). Mutations in PcG encoding genes led to homeotic transformations due to derepression of the Hox genes (3,5–7). After these initial discoveries, it was found that PcG proteins control transcription of many developmental genes, and dysfunction of PcG genes is observed in many diseases, including cancer (8–13).

Most of the known PcG proteins are organized into multiprotein complexes that interact with chromatin and mediate repression of gene transcription (4,14). Polycomb repressive complex 1 (PRC1) has four main subunits: Polycomb (Pc), Polyhomeotic (Ph), Sex combs extra (Sce, also known as dRing), and Posterior sex combs (Psc) (15–17). PRC2 contains Enhancer of zeste (E(z)), Suppressor of zeste 12 (Su(z)12), Extra sex combs (Esc) and Chromatin assembly factor 1 (Caf1) (18,19). The E(z) subunit is a histone methyltransferase that catalyzes the H3K27me3 modification (18,19) specific for chromatin regions repressed by the PcG (20,21).

PRC1 and PRC2 complexes do not contain DNA-binding subunits, and the mechanism of recruitment of PcG complexes to chromatin is an active area of research. In *Drosophila*, PcG proteins are recruited to DNA via specialized regulatory elements known as Polycomb response elements (PREs) a.k.a. silencers (6,22–24). Current evidence indicates that core subunits of the PcG complexes are also present in active chromatin: promoters and potential enhancers, where they have been reported to play both an activating and repressive role (25–31).

In *Drosophila*, the core sequence of a PRE consists of binding sites for various DNA-binding proteins that mediate the recruitment of PcG proteins in a combinatorial and redundant fashion (22–24). The PRE-binding protein Pleiohomeotic (Pho) (32,33) is present in a complex with Sfmbt (PhoRC) (34–36) and plays a key role in PRC1 and PRC2 recruitment to a subset of PREs (29,37,38). However, Pho-binding sites alone are not sufficient for PcG recruitment and additional DNA-binding factors are required for PRE function (22,23). Other PRE-binding proteins identified include Combgap (Cg) (39), Pipsqueak (Psq) (40,41), Pleiohomeotic-like (Phol) (42), GAGA-factor (GAF) (43–45), Sp1 factor for pairing-sensitive silencing (Spps) (46), Zeste (Z) (16,47), Grainyhead (Grh) (48), Dorsal switch protein 1 (Dsp1) (49), Alcohol dehydrogenase transcription factor 1 (Adf1) (50).

Despite the discovery of the aforementioned PRE-binding factors, evidence suggests that additional currently unidentified DNA-binding proteins are involved in the recruitment of PcG proteins (51,52). In this study, we identify the polydactyl-zinc finger protein Crol as a new PRE-DNA binding factor. We show that Crol interacts directly with Cg and co-purifies with Pho (PhoRC) and Ph (PRC1) subunits. Genome-wide studies indicate that Crol is required for Ph and Cg recruitment at a subset of sites, while a transgene assay directly demonstrates the participation of Crol in PRE-mediated repressive activity.

## MATERIALS AND METHODS

### Yeast two-hybrid screening (Y2H)

The Cg (CG8367) PF 31–467 aa isoform was cloned into pGBT9 vector (Clontech) to make a fusion with the GAL4 DNA-binding domain. The cDNA fragments encoding the C2H2-type zinc finger (C2H2-ZFP) candidate proteins were cloned into pGAD24 vector (Clontech) to combine with the GAL4 activating domain. The full-length cDNA was used for Crol (CG14938, isoform A). Other proteins tested are listed in Supplementary File 1.

The Y2H assay was performed as previously described (53). Briefly, for the growth assays, plasmids were transformed into pJ69-4A strain by the lithium acetate method following the standard Clontech protocol and plated on the nonselective media lacking tryptophan and leucine. After 3 days of growth at 30°C, plates were replicated on selective media: 1 – lacking tryptophan, leucine, and histidine in the presence of 5 mM 3-aminotriazole (−3 + 3AT); 2 – lacking tryptophan, leucine, histidine, and adenine (-4). Each assay was repeated three times and growth was compared after 2, 4 and 7 days. Based on the extent of growth the interactions are scored as strong (detected on day 2, ‘+++’), intermediate (detected on day 4, ‘++’) or weak (detected on day 7, ‘+’). ‘−’ indicates no growth.

### Antibodies

Antibodies against the following proteins were raised in rabbits: CrolN (a.a. 1–188, isoform PA), CrolC (a.a. 726–962, isoform PA), E(z) (a.a. 8–184, isoform PA). Antigens for antibody production were expressed as 6× His-tagged fusion proteins in *Escherichia coli*, affinity purified on Ni Sepharose 6 Fast Flow (GE Healthcare), according to the manufacturer's protocol, and injected into rabbits following standard immunization procedures. Antibodies were affinity-purified from serum on the same antigen as was used for the immunization and tested by immunoprecipitation/Western blotting (IP/WB) to confirm their specificity (Supplementary File 2). IP/WBs were prepared as described previously (54). Proteins were detected using the ECL Plus Western Blotting substrate (Pierce).

Other antibodies used in this study were created previously, with details provided in Supplementary File 3.

### ChIP-qPCR

Chromatin immunoprecipitation (X-ChIP) was prepared as described previously (55). For each experiment, 150–200 mg of third instar larvae or 0–16 h embryos were collected. The material was homogenized and crosslinked with 1.8% formaldehyde for 15 min. Crosslinking was quenched with glycine and homogenate was cleared by passing through 100-μm nylon cell strainer (BD Falcon), washed, and sonicated to generate 200–600 bp DNA fragments. Chromatin was preincubated with A-Sepharose. One aliquot (1/10 volume) of chromatin extract after preincubation with Sepharose was kept as a control sample (Input). The resulting chromatin was used for 6–8 individual incubations with antibodies. Chromatin was incubated with specific antibodies-Sepharose at 4°C overnight. A control incubation was made with IgG of nonimmunized animal (rabbit). All ChIP experiments were made in biological triplicate. After washing and eluting from beads, the crosslinking was reversed and the DNA was isolated.

The enrichment of specific DNA fragments was analyzed by real-time qPCR, using a C1000™ Thermal Cycler with CFX96 real-time PCR detection module (Bio-Rad) or a StepOne Plus Thermal Cycler (Applied Biosystems, United States). Detailed protocol for ChIP-qPCR is described in Supplementary File 4. Primers used in ChIP/real-time PCR analyses are listed in Supplementary File 5.

### ChIP-seq

Brains and imaginal discs from third instar larvae (10 larvae per sample) were crosslinked with 2% formaldehyde for 15 min. Crosslinking was quenched with glycine. The samples were homogenized and sonicated to generate 200–500 bp DNA fragments. A percentage of the sample was removed as the input control. Chromatin was pre-cleared with protein A sepharose beads and then incubated overnight with antibody at 4°C. Chromatin was then precipitated with Protein A Sepharose beads for 1 h at 4°C. After washing and eluting from beads the crosslinking was reversed and DNA was isolated.

ChIP-seq libraries were obtained using the NEBNext Ultra™ II DNA library preparation kit (New England Biolabs) or with the Thruplex DNA-seq and single index kits (Takara) following the manufacturer's instructions. Samples were sequenced by 50bp or 100bp single-end sequencing with HiSeq2500 (Illumina) or with NovaSeq6000 sequencer. Detailed procedure for ChIP-seq is described in Supplementary File 4.

Reads were trimmed using Trim Galore v0.6.5 and then aligned to the reference genome (dm3) using Bowtie v2.3.5 (56) with default parameters. The PCR duplicates for each dataset were removed using the *rmdup* function of samtools v1.13 (57). The data reproducibility between biological replicates was confirmed, then reads from replicates were pooled together for further analysis. Peak calling was performed with MACS v2.2.5 (58) with parameters: -g dm -q 0.05 –nomodel –extsize 300. H3K27me3 was called as broad peaks, while all other factors were called as narrow peaks. Differential binding analysis was performed using DiffBind2 (59), with summit set as 250. Overlap of peaks were performed using the window function from BEDTools v2.29.2 (60). ChIP-seq tracks were visualized using IGV (61), and heatmaps were created using DeepTools v3.5.1 (62).

### Motif analysis

To predict the recognized DNA motif of Crol from its zinc finger arrays, the web server (https://zf.princeton.edu) developed by Persikov *et al.* was used (63). To perform motif discovery from ChIP-seq peaks, we ordered the peaks by *q*-value and extracted sequences of 300 bp windows centered at the peak summits. MEME v5.4.1 (64) was executed with sequences from the top 500 peaks with default parameters, ChIPMunk (65) was executed with sequences from the top 500 and top 1000 peaks and provided with the peak summit (midpoint) location.

### RNA-seq

For the extraction of RNA, the third instar larvae of wild-type (Oregon) and *crol*-KO mutants were collected in a PBS buffer (40 larvae per sample), in three biological repeats. Total RNA was extracted with the TRI reagent (Ambion). PolyA comprising RNA fraction was isolated and prepared for sequencing with the NEBNext Ultra™ II Directional RNA Library Prep Kit. New generation sequencing was performed by Evrogen (evrogen.ru) with the Illumina NovaSeq6000 sequencer. For each RNA‐seq library approximately 20–25 millions of paired-end reads were obtained.

Reads were trimmed using Trim Galore v0.6.1, and then aligned to the reference genome (dm3) using STAR v2.7.3a (66). To identify differentially expressed genes, we first obtained the gene-level read counts with the *featureCount* function of subread v2.0.0 (67), then identified differentially expressed genes with FDR < 0.05 and |log_2_foldChange|>1 using DESeq2 v1.22.2 (68). Gene Ontology (GO) enrichment analysis was performed using metascape (69). The Transcripts Per Million (TPM) value for each gene was calculated using RSEM v1.3.2 (70). Representative RNA-Seq tracks were visualized using IGV (61).

### Electrophoretic mobility shift assay (EMSA)

Crol protein–DNA binding domain (zinc finger domains 7–16) was expressed as a fusion with MBP domain in pMAL-C5X (New England Biolabs). As a control empty pMAL-C5X vector expressing only MBP was used. *Escherichia coli* BL21 cells were transformed with plasmids expressing Crol-MBP or pMAL-C5X and were grown in LB media to an *A*_600_ of 1.0 at 37°C and then induced with 1 mM IPTG at 18°C overnight. ZnCl_2_ was added to final concentration 0.2 mM before induction. Proteins were purified using standard procedures. Briefly, the cells expressing recombinant proteins were centrifuged, resuspended in 1–2 ml of buffer A (20 mM HEPES–KOH pH7.5; 150 mM NaCl; 10mM MgCl_2_; 0.1 mM ZnCl_2_; 0.1% NP 40; 10% glycerol (w/v); 1 mM DTT, 1:25 Roche Protease Inhibitor Cocktail 11836145001) and disrupted by sonication. The lysate was cleared by centrifugation and incubated with Amylose Resin (New England Biolabs) in a starting buffer (20 mM HEPES–KOH pH7.5; 150 mM NaCl; 10mM MgCl_2_; 0.1 mM ZnCl_2_; 0.1% NP 40; 10% glycerol (w/v); 1 mM DTT, 1:25 Roche Protease Inhibitor Cocktail 11836145001). After washing three times with 500-NaCl buffer (20 mM HEPES–KOH pH7.5; 500 mM NaCl; 10mM MgCl_2_; 0.1 mM ZnCl_2_; 0.1% NP 40; 10% Glycerol (w/v); 1mM DTT, 1:25 Roche Protease Inhibitor Cocktail 11836145001), the bound proteins were eluted with maltose-containing buffer (20 mM HEPES–KOH pH7.5; 200 mM NaCl; 10mM MgCl_2_; 0.1 mM ZnCl_2_; 10 mM maltose; 0.5 mM DTT). After elution the Roche Protease Inhibitor Cocktail 11836145001 was added.

Aliquots of purified recombinant proteins (0.05–1.2 μg) were incubated with fluorescently labeled DNA fragments (60–80 ng) in the presence of nonspecific binding competitor—1 ng of poly(dI-dC). DNA fragments were labeled using PCR with primers containing the Cy5 fluorophore. Signals for Cy5 were detected at the Ex 630 nm/Em 700 nm. The sequences of 20xG, Control, 20 bp-evePRE, 20 bp-evePREmut containing fragments obtained by PCR are given in Supplementary File 4. Incubation was performed in 1× PBS (pH 8.0) containing 5 mM MgCl_2_, 0.1 mM ZnSO_4_, 1 mM DTT, 0.1% NP-40 and 10% glycerol at room temperature for 30 min. The mixtures were then resolved by nondenaturing 5% PAGE (79 AA:1 BAA) in 0.5× TBE buffer at 5 V/cm.

### Generation of control, eve-wt and eve-mut transgenic lines

The details of cloning of the Control, eve-wt and eve-mut plasmid constructs are described in Supplementary File 4. The constructs were injected into embryos of attP2 line (71). The resulting flies were crossed with yacw*^1118^* flies, and the transgenic progeny was identified by their eye pigmentation. For phenotype analysis of *white* gene expression level, we visually determined the degree of pigmentation in the eyes of 3- to 5-day-old males, with reference to standard color scales. Pigmentation of all flies was analyzed in homozygotes (P/P). All flies were maintained at 25°C on the standard yeast medium.

### Generation of *crol* knockout (*crol*-KO) flies by CRISPR-cas9–induced homologous recombination

Generation of CRISPR-crol-target plasmid coding gRNAs to *crol* gene and HR-crol plasmid for homologous recombination (Supplementary File 6, Figure S1) are described in Supplementary File 4. Plasmids mixture (10:1 - HR-*crol*: CRISPR-*crol*-target, total concentration 500 ng/μl) was injected into embryos of y[1] M(Act5C-Cas9.P.RFP-)ZH-2A w[1118] DNAlig4[169] line (Bloomington Drosophila Stock Center #58492). These flies express Cas9 under control of the Actin5C promoter. Injected embryos were grown to adulthood and crossed with *y^−^w^1118^*. Flies with potential *crol* deletions were identified by fluorescent DsRed expression using Leica MZ16F Stereomicroscope. The scheme of experiment with homologous recombination of the *crol* gene after co-injection of CRISPR-*crol*-target and HR-*crol* plasmids into Cas9-expressing flies is demonstrated on Supplementary File 6 (Figure S2). The obtained flies were balanced against a CyO, P(w[+mC] = Tb[1])Cpr[CyO-A] balancer (Bloomington stock center #56552). Successful deletions and correct homologous recombination were verified by qPCR using DNA extracted from transgenic flies (Supplementary File 6, Figure S2). All flies were maintained at 25°C on the standard yeast medium.

## RESULTS

### Crol interacts with Polycomb group proteins

To identify novel proteins that participate in recruitment of PcG proteins, we employed the Y2H assay using the PRE-binding protein Cg as a bait. Cg is tightly connected to PRC1 complex (39,72). Apart from PRC1 subunits, its interactome includes several known PRE-binding proteins as well as DNA-binding factors with uncharacterized connection to PcG system (72). As candidate DNA-binding proteins, we tested a number of C2H2-ZFPs previously identified in the Cg protein complex (72) (Supplementary File 1). Cg was fused to the DNA binding domain of yeast GAL4 protein, while each C2H2-ZFP was fused to the activator domain of GAL4. As a result, we identified Crol (Сrooked legs, CG14938) as a direct Cg interactor (Figure 1A). Interestingly, several studies support the potential role of Crol in Polycomb-dependent transcriptional repression. Crol was described as an ecdysone-induced repressor of *wg* transcription in wing imaginal discs (73). In addition, its knockdown was shown to disrupt the formation of Polycomb bodies (74), and it has also been reported to be present in heterochromatin (75).

**Figure 1.**
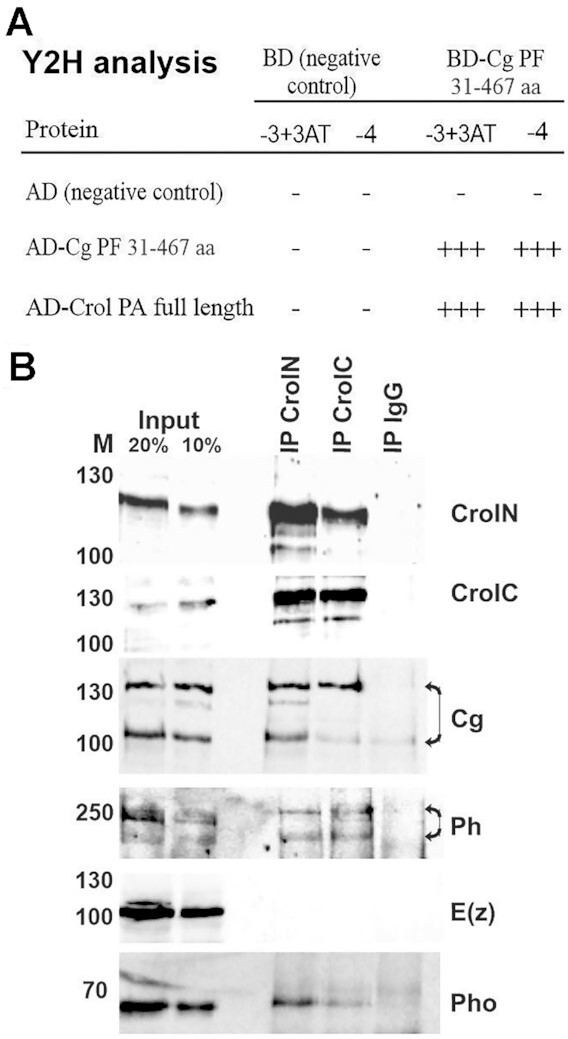
Crol interacts with PcG proteins. (**A**) Y2H-analysis of Cg-Crol interaction. Two types of selective media were used: lacking tryptophan, leucine, and histidine in the presence of 5 mM 3-aminotriazole (−3 + 3AT) and lacking tryptophan, leucine, histidine, and adenine (−4). The ‘+++’ indicates that strong growth was detected on second day; ‘−’—no growth detected on seventh day. The Cg-Cg interaction was demonstrated previously and served as positive control. (**B**) IP/WB analysis of interactions between Crol and Cg, Ph, E(z) and Pho. S2 *Drosophila* cell nuclear extracts were incubated with CrolN (IP CrolN), CrolC (IP CrolC) rabbit antibodies or IgG of a non-immunized rabbit (IP IgG). Lysates (Input 20% and 10%), precipitated fractions (IP CrolN, IP CrolC and IP IgC) are indicated above the blots. Antibodies used for Western blots are indicated on the right side from the blots.

We next performed *in vivo* experiments to validate the interaction of Crol with Cg and other PcG proteins. For this purpose, we first prepared polyclonal antibodies recognizing the N- or C-terminal parts of Crol, respectively (see Materials and Methods), both antibodies were confirmed to be IP grade in IP/Western-blot assay (Figure 1B; Supplementary File 2). To determine the interaction between Cg and Crol, we performed co-IP/Western blot assay for these two proteins. In support of our Y2H assay, Crol co-purified two major Cg bands (72) but not the IgG of non-immunized rabbit (Figure 1B). We further performed western-blot assays with Crol co-IPs against the PRC1 subunit Ph, PRC2 subunit E(z), and PRE-binding protein Pho, part of the PhoRC complex. In case of Ph, antibodies recognized both paralogs, Ph-p and Ph-d (72). Our data showed that Ph isoforms as well as Pho protein, but not E(z) were immunoprecipitated by Crol antibodies (Figure 1B). Crol's interactions with Cg and subunits of PRC1 and PhoRC complexes led us to hypothesize that Crol may play a role in PcG recruitment.

### Crol binds to PRE-elements *in vivo* and colocalizes with PcG proteins genome-wide

To test whether Crol binds to PREs, we first performed ChIP-qPCR at third instar whole larvae (Figure 2A) and embryo (Supplementary File 6, Figure S3). Crol showed enriched binding to several characterized PREs, including *bxd*PRE, *bx*PRE, *Fab7*PRE, *en*PRE2 and *eve*PRE, but not the coding sequences of the Ras64B and Tub56D genes. Therefore, Crol is a *bona fide* PRE-binding protein.

**Figure 2.**
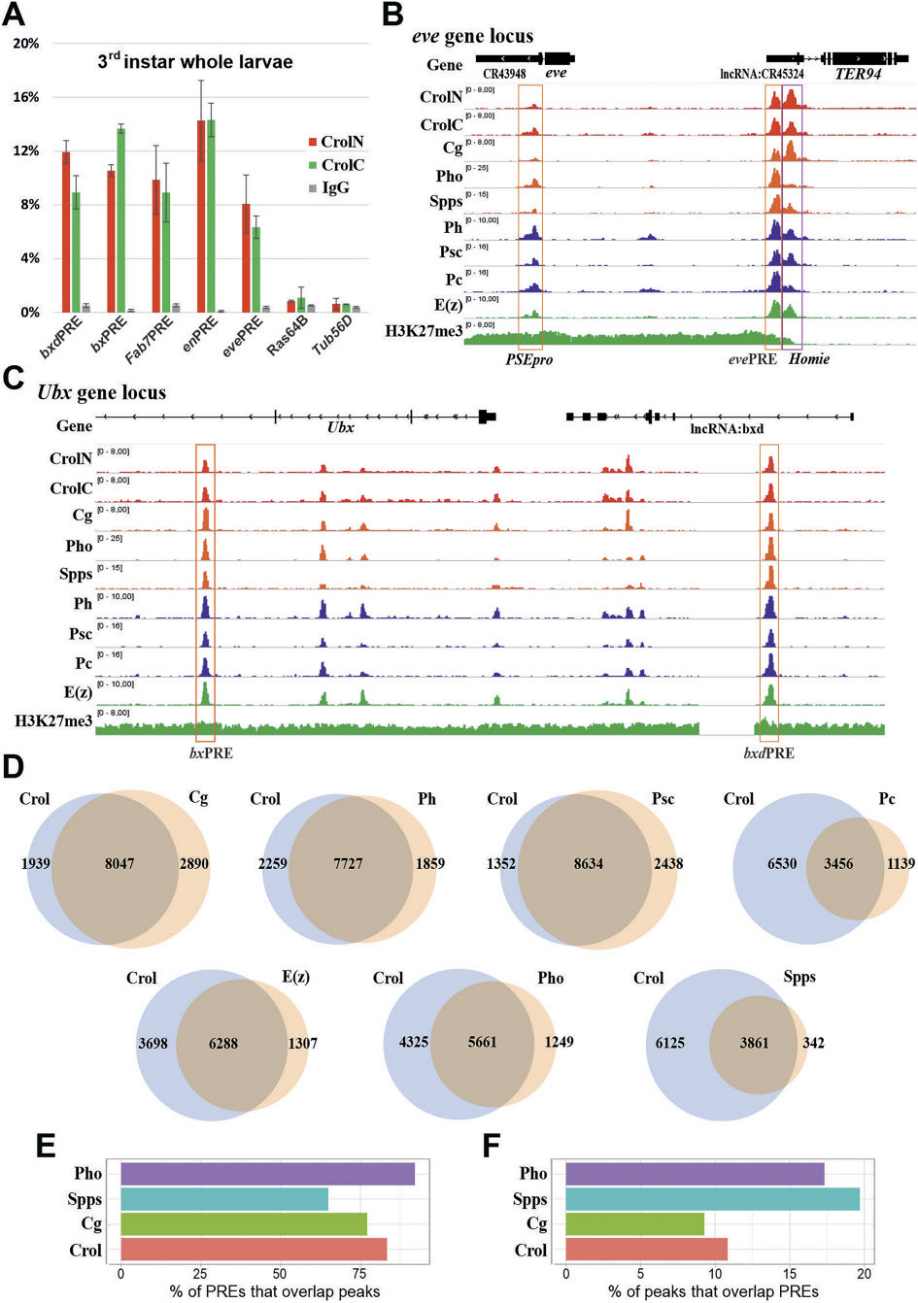
Crol colocalizes with PcG proteins and PREs genome-wide. (**A**) Crol enrichment at well-characterized PREs. X-ChIP with CrolN or CrolC antibody, or with IgG from a non-immunized rabbit as a negative control. The X-ChIP experiments were performed with chromatin isolated from the wild-type Oregon 3^rd^ instar whole larvae. The ordinate shows the percentage of target sequences in the immunoprecipitated material relative to the input DNA. X-ChIP was analyzed by real-time qPCR with primers specific to the PREs: *bxd*PRE, *bx*PRE, *Fab7*PRE, *en*PRE, *eve*PRE, or to negative genome controls: the coding part of Ras64B and Tubulin56D genes (indicated on the abscissa). All ChIP experiments were made in biological triplicate, vertical lines indicate SDs. (**B**) ChIP-seq profiles visualized as IGV tracks for Crol (CrolN and CrolC antibodies), Cg, Pho, Spps, Ph, Psc, Pc, E(z) and H3K27me3 histone modification. Chromatin was isolated from 3^rd^ instar wild-type larval brains and imaginal discs. The *even-skipped (eve)* gene regulatory domain is shown. The PSEpro proximal PRE and distant *eve*PRE located near the *TER94* gene are highlighted by orange boxes. The Homie-element that is also bound by PcG proteins is highlighted by a purple box. (**C**) The *Ubx* gene regulatory domain. The *bx*PRE and *bxd*PRE are highlighted by orange boxes. Other designations as in (B). (**D**) Venn diagrams showing the overlap between Crol and Cg, Ph, Psc, Pc, E(z), Pho and Spps. (**E**) Percent of PREs with Crol, Cg, Spps or Pho peaks. PREs were defined as regions with simultaneous binding of E(z), Ph, Pc and the presence of H3K27me3 histone modification. (**F**) Percent of Crol, Cg, Spps or Pho peaks within the PREs.

We applied ChIP-seq to determine the genome-wide occupancy of Crol in brains and imaginal discs of the third instar larvae. Since the two antibodies produced consistent results (Supplementary File 6, Figure S4), only data generated with the CrolN antibody were used for further analysis. We also performed ChIP-seq for E(z), Ph and H3K27me3, and collected public data for Pc, Psc, Pho, Spps and Cg (29,39). We first inspected several well-characterized PREs. Within the *even-skipped* (*eve*) gene domain, Crol co-binds with PcG proteins at the distant *eve*PRE adjacent to the TER94 promoter and the proximal PRE (i.e. PSEpro) adjacent to *eve*PRE promoter (76) (Figure 2B). The co-binding of Crol with PcG proteins is also evident at the *bx*PRE and *bxd*PRE of the *Ubx* locus (77) (Figure 2C), and all characterized PREs of the *Abd-B* and *invected-engrailed* loci (Supplementary File 6, Figure S5). Overall, Crol showed the highest degree of co-localization with Cg, Psc and Ph (Figure 2D). For example, the majority (81%) of Crol peaks are bound by Cg, and *vice versa*. Although lower percentages of Crol peaks overlap other PcG proteins, they still constitute > 75% of the peaks for Pc, E(z), Pho and Spps. Together, these data confirmed the binding of Crol to canonical PREs, and uncovered the global co-localization between Crol and PcG proteins.

We next determined the genome-wide binding of Crol to PREs, which were defined as H3K27me3(+) regions co-bound by E(z), Ph and Pc (Figure 2E). Crol is present at 80% of PREs in brains and imaginal discs of the wild-type 3^rd^ instar larvae. Remarkably, this is comparable to that estimated for Cg, Spps and Pho (Figure 2E). According to previous studies (29,31,78,79), core PRC1/2 subunits and PcG recruiters (i.e. Pho, Spps and Cg) frequently bind outside of H3K27me3 domains. Consistently, we found that 84% of Crol peaks are outside of H3K27me3 domains (Supplementary File 6, Figure S6). PREs constitute about 10% of Crol peaks, which is comparable to other PcG recruiters including Pho, Spps and Cg (Figure 2F).

Given that larvae brains and discs are made of mixed cell populations, their data are insufficient to validate the simultaneous binding of Crol and other PcG proteins at the same targets in the same cells. To overcome this limitation, we examined the overlap of Crol with PcG proteins and H3K27me3 modification using the S2 cell line as a model, which represents a more homogeneous system. A similar degree of overlap between Crol and PcG proteins was observed in S2 cells (Supplementary File 6, Figure S7): 66%, 42% and 66% of Crol peaks overlapped with Cg, Pc, and E(z) and they constituted 95%, 75% and 74% of Cg, Pc and E(z) peaks, respectively. Crol and Cg were present at 78% and 58% of PREs, respectively. At the same time these corresponded to only about of 3% of each of the Crol and Cg proteins peaks. The lower percentage of Crol and Cg peaks corresponding to PREs is due to lower number of H3K27me3(+) loci in S2 cells, indicating that a lower percentage of active PREs exist in S2 cells in comparison to third instar larvae brains and imaginal discs.

### Crol is a C2H2-type zinc finger protein that binds poly(G)-rich sequences

The central part of the Crol protein is composed of 18 tandem C2H2-type zinc fingers (Figure 3A), which were reported to bind poly(G) sequences *in vitro* in a bacterial one-hybrid system (https://mccb.umassmed.edu/ffs/TFdetails.php?FlybaseID=FBgn0020309) (80). More specifically, bioinformatic prediction (63) and detailed alignment suggest that its poly(G)-binding specificity could be conferred by zinc fingers 4–15 (Supplementary File 6, Figure S8).

**Figure 3.**
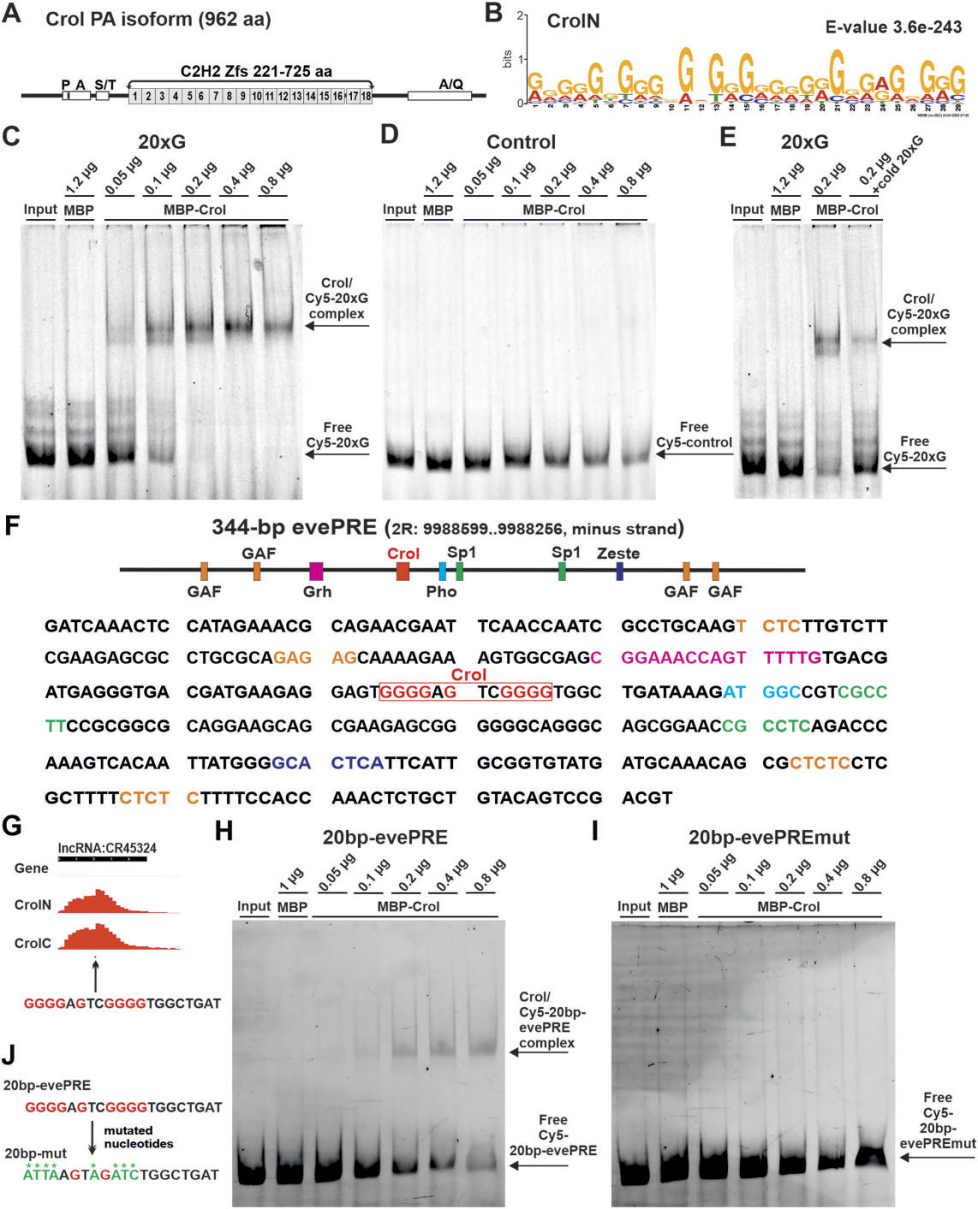
Crol is a C2H2-ZFP that binds poly(G)-rich sequences. (**A**) Structure of the Crol 962 aa PA isoform. Grey boxes—C2H2-type Zinc Finger motifs. (**B**) Motif identified at Crol sites using ChIP-seq. The ChIP-seq data obtained on third instar larval brains and imaginal discs with CrolN antibodies was used. (**C**) EMSA was performed with 20xG containing fragment and different amounts of Crol protein (see Materials and Methods). Probe order: 1 - Input – labeled DNA fragment without protein; 2 - labeled DNA fragment + MBP protein (1.2 μg); 3–7 - labeled DNA fragment + MBP-Crol fusion protein in the following amount (0.05, 0.1, 0.2, 0.4, 0.8 μg). The Crol/Cy5-20xG complex - complex between Crol protein and labeled 20xG containing fragment. (**D**) Negative control—the same DNA fragment as in (C) without 20xG was used. Order of probes the same as in (C). (**E**) Binding of Crol to 20xG containing fragment in the presence cold (unlabeled) competition (5 × molar excess). (**F**) The diagram of the DNA-binding sites and sequence of 344 bp *eve*PRE. The binding sites for the known PRE-binding proteins are shown according to (76): GAF (orange), Zeste (blue), Sp1 (green), Grh (purple), Pho (light blue), and predicted Crol-binding site (red). (**G**) Predicted Crol-site is centered on the CrolN and CrolC binding peak in *eve*PRE. (H, I) EMSA was performed with DNA fragment containing 20 bp-*eve*PRE (**H**) or with its mutated variant 20 bp-evePREmut (**I**). The same conditions as in (C) were used. (**J**) The nucleotides mutated in 20 bp-evePREmut DNA containing fragment are green colored.

To assess the binding preference exhibited by Crol *in vivo*, we performed *de novo* motif discovery using the Crol ChIP-seq data for third instar wild-type larval brains and discs (Figure 3B, Supplementary File 6, Figure S8). As expected, a prominent yet unstructured G-rich motif is significantly enriched, which occurs in the majority of top-scoring Crol peaks (Figure 3B, Supplementary File 6, Figure S8). A similar motif was identified using ChIP-seq data on S2 cells (Supplementary File 6, Figure S8). These data suggest that *in vivo* Crol might recognize more variable poly(G)-rich motifs than suggested by the *in vitro* studies.

Our EMSA assay further confirmed that Crol binds to a synthesized DNA fragment containing 20xG motif instead of the non-specific control (Figure 3C, D). Moreover, cold 20xG competes with Cy5-20xG for Crol binding (Figure 3E). As an example of a natural Crol-binding site, we selected the poly(G)-rich motif present in the well-characterized 344-bp *eve*PRE which is adjacent to the TER94 gene promoter (76) and is bound by Crol *in vivo* (Figure 2B). This poly(G)-rich motif in *eve*PRE (Figure 3F) is centered on the Crol peak (Figure 3G). For the EMSA assay, we used DNA fragments containing 20 bp wild-type Crol-site (20bp-evePRE, Figure 3H) or its mutated variant (20 bp-evePREmut, Figure 3I, J). As expected, the binding of Crol was detected to the DNA fragment containing 20bp-evePRE but not to the 20 bp-evePREmut (Figure 3H, I).

### Crol is required for *eve*PRE dependent silencing in transgenes

We next tested the role of the Crol motif in *eve*PRE activity in transgenes. The following transgene constructs were made (Figure 4A): (i) the Control construct, carried the *white* reporter gene responsible for red-colored eye pigmentation and the attB site required for site-specific integration using the PhiC31 system (71); (ii) the eve-wt construct, had an insertion of the wild-type 344-bp *eve*PRE; (iii) the eve-mut construct, carried the 344-bp *eve*PRE with the same mutation of Crol site as was tested in EMSA (Figure 4B). The transgene constructs were inserted in the attP2 site in flies lacking a functional *white* gene (71). The silencing activity of the *eve*PRE was assessed by the reduction in eye pigmentation, which is known to be directly correlated with the level of *white* gene transcription (81,82). Figure 4C shows the eyes of homozygous flies for each construct. The flies carrying the Control construct had red-colored eyes indicating active *white* gene transcription. In contrast, flies with the wild-type *eve*PRE have white-colored eyes indicating complete repression of the *white* gene. Importantly, flies containing the *eve*PRE with mutation in poly(G)-rich motif are more pigmented, indicating partial release of silencing (Figure 4C).

**Figure 4.**
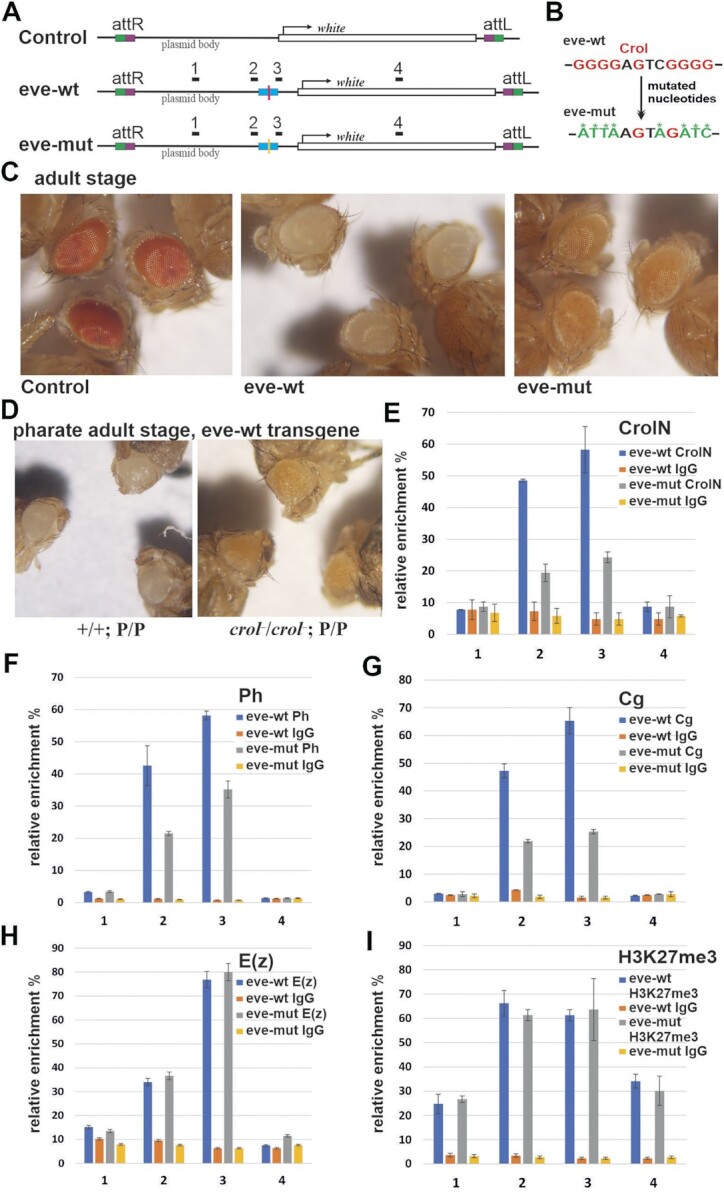
Crol is required for *eve*PRE dependent silencing in transgenes. (**A**) Diagram of transgene constructs after integration into the genome. Control construct has *white* reporter gene, attR and attL. attR and attL are result of recombination between attB and attP at insertion site. eve-wt in addition has wild-type 344 bp *eve*PRE, eve-mut—344 bp *eve*PRE with mutated Crol-binding sites. Numbers on top of the construct schemes 1, 2, 3 and 4 indicate regions amplified by qPCR in X-ChIP experiments. The transgenes were integrated into the attP2 integration site. (**B**) The nucleotides mutated in 344 bp eve-mut were the same as in 20 bp-mut tested in EMSA in Figure 3J. (**C**) The eye phenotypes of homozygous adult stage flies that have the control, eve-wt or eve-mut transgenes are shown. (**D**) The eye phenotypes of homozygous pharate adult stage eve-wt control flies (+/+; P/P, left) or eve-wt flies with *crol*-KO background (*crol*^−^/*crol*^−^; P/P, right) are shown. (E–I) The ChIP experiments were performed with chromatin isolated from 3^rd^ instar wild-type larval homozygous for the eve-wt or eve-mut transgenes. The X-ChIPs were performed with specific antibodies or with IgG. The specific antibodies: CrolN (**E**), Ph (**F**), Cg (**G**), E(z) (**H**) and H3K27me3 (**I**). The ordinate shows the percentage of target sequences in the immunoprecipitated material relative to the input DNA and normalized to the positive control—a sequence adjacent to the endogenous *bxd*PRE in BX-C (*bxd*PRE-Genome). The transgene specific regions 1, 2, 3 and 4 are indicated on the abscissa. All ChIP experiments were done in biological triplicate, vertical lines indicate SDs.

To further address the function of Crol at PREs, we created *crol* knockout (*crol*-KO) flies by CRISPR/Cas9 technology (Supplementary File 6, Figures S1, S2). The homozygotes of the *crol-*KO flies died mostly at the pharate adult stage with a ‘crooked leg’ phenotype (not shown) in accordance with previous data (83). We examined the effect of *crol-*KO mutants on transgenic flies carrying eve-wt construct. Figure 4D shows eyes of pharate adults homozygous for the **eve-wt** construct with (*+/+;* P/P) and without *crol* (*crol*^−^/*crol*^−^; P/P). Consistent with a role of Crol in PRE-mediated repression of transcription, in the absence of *crol*, the silencing of the *white* reporter was suppressed. Similar results were obtained with another transgene carrying a 656-bp *bxd*PRE. Upon *crol-*KO repression of the *white* gene by *bxd*PRE was reduced (Supplementary File 6, Figure S9). Thus, Crol is required for PRE-mediated repression in transgenes.

We next performed the ChIP-qPCR on the third instar whole larvae bearing eve-wt or eve-mut transgenes and examined the impact of Crol site mutation on Crol and PcG binding. ChIP was performed for Crol, Ph, Cg, E(z) and H3K27me3. As a negative control, the ChIP was performed against PRE-binding protein GAF which failed to directly interact with Crol (Supplementary File 1), and we expected that its binding to be independent of Crol. The results demonstrate that mutation of the Crol site in the *eve*PRE affected the binding of Crol (Figure 4E), Ph (Figure 4F) and Cg (Figure 4G), but had no effect on the enrichment of E(z) (Figure 4H), GAF (Supplementary File 6, Figure S10), or H3K27me3 (Figure 4I). Thus, Crol is involved in the recruitment of Ph and Cg to the transgenic *eve*PRE.

### *Knockout of crol* leads to decreased occupancy of Ph and Cg genome-wide

We next determined the genome-wide dependency of PcG binding on Crol by performing paralleled ChIP-seq in wild-type (WT) and *crol*-KO third instar larval brains and discs. Despite the apparent decrease of Crol protein upon *crol*-KO by Western-blot assay (Supplementary File 2), we only identified 1170 genomic loci with significantly decreased Crol binding (Supplementary File 6, Figure S11). This suggests that in *crol*-KO flies, part of maternally provided Crol protein remains stably associated with its targets throughout development. Accordingly, only these 1170 Crol-decreased loci were examined for differential binding analysis of PcG proteins. Upon *crol-*KO, the binding of Ph and Cg was decreased at 346 and 72 of peaks respectively, but no significant changes were seen for E(z) or H3K27me3 (Supplementary File 6, Figure S11). These data are consistent with the results obtained by mutating Crol binding sites in the *eve*PRE-transgene (above). The coordinates of differential binding peaks for Crol, Ph and Cg are given in Supplementary File 7.

Given that Crol binds to not only PREs but also numerous non-repressed genome loci, we separately examined H3K27me(+) and H3K27me(−) regions, which contain 209 and 957 Crol peaks decreased upon *crol-*KO, respectively (Figure 5A). Both H3K27me(+) and H3K27me(−) domains contained peaks that showed significant decrease of Ph (32% and 29.1% respectively) and Cg (4.3% and 6.6% respectively) binding upon *crol-*KO (Figure 5A).

**Figure 5.**
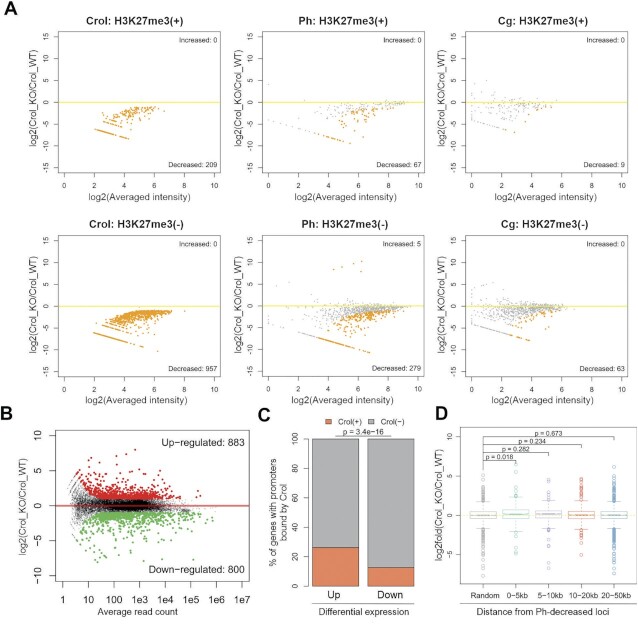
Knockout of *crol* affects the Ph and Cg binding genome-wide and dysregulates genes transcription. (**A**) The MA-plots show the changes in the binding of the Crol, Ph, and Cg in *crol*-KO vs wild-type third instar larval brains and imaginal discs at the sites at which Crol binding is decreased upon *crol* knockout. The H3K27me3+ (upper) and H3K27me3- (lower) genomic regions were analyzed separately. Peaks showing significant differential binding (FDR < 0.05) as identified by DiffBind are marked in orange**. (B**) The MA-plot shows the change in RNA-seq profile upon *crol*-KO vs wild-type third instar larvae. Significantly up- and down-regulated genes are highlighted in red and green, respectively. (**C**) Barplot shows the percentages of genes with Crol binding within ±1 kb of their TSSs. The two groups of genes with up- or down-regulated expression after *crol*-KO) were analyzed separately. *P*-values calculated by Fisher's exact test is indicated. (**D**) Comparison of the altered expression of different groups of genes stratified by their distance to loci with decreased Ph-binding. Four groups of genes were defined, with their expression changes compared against 1000 randomly selected genes. The *P*-values calculated by using Two-sided Student's t-test were indicated. Only genes near Ph-decreased loci showed significantly different changes in gene expression.

To ask whether *crol-*KO affects transcription of *ph* or *cg*, we performed RNA-seq using *crol-*KO and wild-type third instar larvae. 

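Polyadenylated RNA was sequenced from whole larvae at instar 3 in 6 libraries, 3 labelled wild-type and 3 labelled crol-KO, each from 40 larvae. The authors aligned trimmed reads to the dm3 genome with STAR and estimated the count of each gene with RSEM, and the deposited tables hold these expected counts for 16508 genes per library. The expected counts summed to 28697638, 37900887 and 33670385 in the libraries labelled wild-type (replicates 1, 2 and 3) and to 42933698, 49236787 and 23637969 in those labelled crol-KO. The paper states approximately 20000000 to 25000000 paired-end reads per library. Most of the totals are above this, and whether a deposited count stands for a read pair or for a single read was not settled. That doubt applies to every count and count threshold given here. The values below use the totals of the deposited tables. The counts were rounded and compared with edgeR's quasi-likelihood test after TMM normalization, over the 12434 genes with at least 10 counts in at least 3 libraries. Differentially expressed genes were called at the paper's thresholds, an adjusted p-value under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1. The paper's own list was made with DESeq2 from featureCounts counts, which are not analysed here. The test has 3 libraries against 3, for which the smallest p of a two-sided exact permutation test is 0.10.
The genotype of each library was taken from its deposited sample title and genotype field. The names under which the tables were deposited carry the other genotype, so every direction is given as labelled crol-KO over labelled wild-type. The targeted gene, crol, had 63.3, 60.6 and 73.2 normalized CPM (counts scaled to library size) in the libraries labelled wild-type and 42.8, 39.1 and 37.0 in those labelled crol-KO. Its log2 fold change was -0.73 (standard error 0.122, adjusted p = 0.0043 from edgeR's quasi-likelihood test). With the trend of each library over transcript length removed, a correction chosen after the values were seen, it was -0.14 (standard error 0.214, adjusted p = 0.63 from the same test). In the 14 alternatives chosen earlier, which keep that trend, it was between -1.40 and -0.58. The w transcript, whose gene is mutated in the white-eyed stocks used to make the crol-KO flies, had 0.817, 0.623 and 0.561 CPM in the libraries labelled wild-type and 15.2, 16.6 and 17.9 in those labelled crol-KO (log2 fold change 4.63, standard error 0.181, adjusted p = 1.6e-05 from edgeR's quasi-likelihood test). The paper's reported log2 fold change of w upon crol-KO is -4.53. All 1595 genes of Supplementary File 8 that were tested had the opposite sign here.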

The results showed that *crol-*KO does not reduce the transcription of *ph (ph-d and ph-p)* or *cg*. Instead, we observed slightly increased transcription of both genes (Supplementary File 6, Figure S11), probably because they are under PcG-mediated repression. 

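Both copies of ph and cg had lower counts in the libraries labelled crol-KO than in those labelled wild-type. ph-p had 13.8 ± 4.21 normalized CPM (SD, n = 3) in the libraries labelled wild-type and 8.76 ± 0.428 (SD, n = 3) in those labelled crol-KO, a log2 fold change of -0.65 (standard error 0.211, adjusted p = 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ph-d had 9.76 ± 3.83 and 5.98 ± 0.395 CPM (SD, n = 3 each), a log2 fold change of -0.71 (standard error 0.258, adjusted p = 0.066 from the same edgeR test). cg had 35.6 ± 7.27 and 24.2 ± 2.95 (SD, n = 3 each), a log2 fold change of -0.56 (standard error 0.170, adjusted p = 0.039 from the same edgeR test). No value of these 3 genes overlapped between the groups (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). ph-p and ph-d are paralogs on the X chromosome (Release 6 annotation), and the counting of the authors could have split reads between them, so that their separate values are uncertain. None of the 3 genes is listed in Supplementary File 8.

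**Figure D1:**
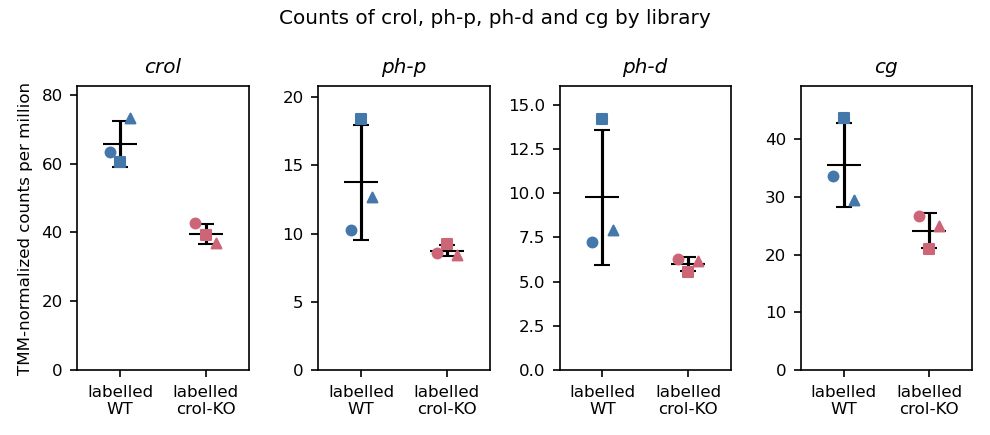
TMM-normalized CPM of crol, ph-p, ph-d and cg in each of the 6 libraries, on axes that start at 0. Circles, squares and triangles are replicates 1, 2 and 3, the horizontal bar is the group mean and the error bar 1 SD. Replicate 2 labelled wild-type is the highest for ph-p, ph-d and cg (18.4, 14.2 and 43.6 CPM).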

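The size of these differences depended on the processing. With the replicate number as a block, the log2 fold changes of ph-p, ph-d and cg were -0.61, -0.65 and -0.55 (adjusted p = 0.055, 0.11 and 0.085 from edgeR's quasi-likelihood test). The mean correlation of same-numbered libraries' deviations from their group means was -0.11, and that of differently numbered libraries 0.057. Without replicate 2 labelled wild-type, the log2 fold changes were -0.35 for ph-p and -0.35 for cg. They were larger with limma on log2(TPM + 1), -0.82 for ph-p and -1.05 for cg (adjusted p = 0.028 and 0.019 from limma). With limma on log2(TPM + 0.1) they were -1.22 and -1.21 (adjusted p = 0.021 and 0.014). The median of all genes was itself -0.48 and -0.67 in these settings. Across the libraries, log2 fold change fell with transcript length (Spearman rho = -0.37 across genes, which are not independent replicates). In the correction for length described with the libraries, the log2 fold change of ph-p was 0.028, of ph-d 0.013 and of cg -0.11 (adjusted p = 0.89, 0.95 and 0.37 from edgeR's quasi-likelihood test). The paper reports a slight increase of both genes upon crol-KO, and proposes that it arises because the genes are under PcG-mediated repression.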

In agreement, this was previously demonstrated for *ph* (84).

Thus, Crol is involved in the genome-wide recruitment of Ph and Cg in both H3K27me3(+) and H3K27me3(−) domains.

### Crol regulates transcription of the target genes

We next analyzed the impact of *crol*-KO on gene transcription by performing RNA-seq analysis. While a significant amount of Crol protein is still present in larvae, we identified 1683 genes with altered expression upon *crol-*KO, including 883 up-regulated and 880 down-regulated (Figure 5B, Supplementary File 8). 

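Between the labelled groups, 1685 of 12434 tested genes were called, 746 higher and 939 lower in the libraries labelled crol-KO. At an adjusted p-value under 0.05 alone, without the fold change threshold, 1900 genes were higher and 2212 lower. Of the 1685 genes, 1670 had no overlap between the groups' library values, or 99.1%. That share follows largely from the thresholds, which were applied to the same libraries. Of all tested genes, 50.2% had no overlap, against 10% by chance. The paper's tool, DESeq2, called 814 genes higher and 929 lower on the same counts, and edgeR with the replicate number as a block called 682 higher and 809 lower. Of the alternatives that kept both thresholds, limma on log2(TPM + 0.1) moved the total most, to 3386 genes, 247 higher and 3139 lower, and in that setting the median log2 fold change of all genes was -0.67. With upper-quartile normalization, 912 genes were higher and 752 lower. In Supplementary File 8, 883 genes are listed as up-regulated and 800 as down-regulated. Of the listed genes, 1595 were tested here, 1474 of them were called, and none of the 1474 had the listed sign. The log2 fold changes of the listed genes and those computed here were correlated across genes at Pearson r = -0.99. Among the called genes with a mean of at least 1 CPM and no overlap between groups, the 5 largest positive log2 fold changes were those of Victoria, Lcp3, CG9463, CG31664 and Cyp4p2. Cyp4p2 rose from 0.213 ± 0.0365 to 22.1 ± 1.14 CPM (SD, n = 3 each), a log2 fold change of 6.69 (standard error 0.173, adjusted p = 3.4e-06 from edgeR's quasi-likelihood test), while the paper's reported value is -6.72. The 5 largest negative log2 fold changes were those of a small nucleolar RNA of 96 bases, CG16898, CG18606, CG10081 and CG6300. CG16898 fell from 36.4 ± 8.92 to 0.151 ± 0.127 CPM (SD, n = 3 each), a log2 fold change of -8.14 (standard error 0.382, adjusted p = 3.0e-05 from the same edgeR test), while the paper's reported value is 8.00. CG10081 and the small nucleolar RNA were at or under 3 counts in each library labelled crol-KO, and were at least 45.0-fold and at least 52.6-fold lower there. The small nucleolar RNA gene lies inside Act57B on the same strand in the Release 6 annotation, so that its count is uncertain. The paper states that these genes change while a significant amount of Crol protein is still present.

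**Figure D2:**
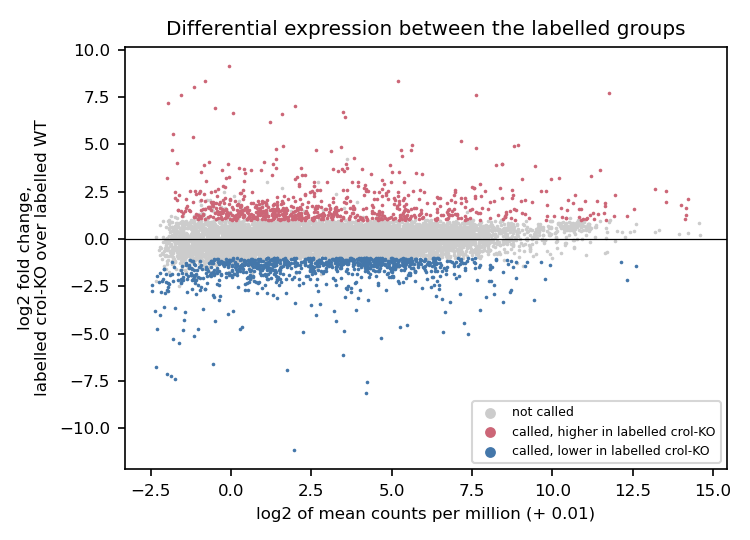
Log2 fold change of labelled crol-KO over labelled wild-type against the log2 mean CPM (plus 0.01) of each of the 12434 tested genes. The 746 genes called higher are red, the 939 called lower are blue and the remaining genes are grey.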

GO analysis demonstrated that up-regulated genes are associated with neuron-related functions, while down-regulated genes are associated with mannose metabolic process and infection response (Supplementary File 6, Figure S12). 

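The gene lists of the paper's Gene Ontology terms were not used here. In their place stand 3 lists of gene symbols, written after Supplementary File 8 had been searched for genes of these families, so that the lists are not independent of the paper's calls. The list of 38 neuronal genes had a median log2 fold change of -0.996 in labelled crol-KO over labelled wild-type, and 18 of its genes were called lower and 0 higher (adjusted p = 2.7e-08 from edgeR's camera test over the 3 lists, two-sided). The median deviation of its genes from their mean over the 6 libraries was negative in 3 of 3 libraries labelled crol-KO and positive in 3 of 3 labelled wild-type. In the correction for transcript length, the median was -0.33 (adjusted p = 0.0078 from edgeR's camera test), and with the replicate number as a block it was -0.98. Of the 37 tested genes of the response-to-bacterium list, 18 were called higher and 1 lower, with a median of 1.04 (adjusted p = 9.0e-05 from edgeR's camera test). Length correction gave a median of 0.83 and the block a median of 1.06. The 11 mannosidase genes had a median of 0.98 (adjusted p = 1.5e-06 from edgeR's camera test), 1.22 in the correction for length and 0.97 with the block. Of the 11 genes, CG9463, CG9465, CG9466 and CG9468 were called higher, with log2 fold changes of 7.61, 6.44, 3.83 and 3.22, and alpha-Man-I was called lower (-1.14). CG9463, CG9465, CG9466 and CG9468 are paralogs on arm 2L (Release 6 annotation), and the counting could have split reads between them, so that their separate values are uncertain. The paper's reported values for these 4 genes are -7.65, -6.41, -3.85 and -3.24, and for alpha-Man-I 1.00. The median of the 11 genes rests on matching the symbols of the tables to current symbols, a match made after the value without it was seen. By the symbols of the tables alone, 4 mannosidase genes were tested, with a median of -0.54 (adjusted p = 0.084 from edgeR's camera test).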

Importantly, previous studies have showed that up-regulated genes in *Spps* and *pho* mutants are both enriched for neurogenesis, while down-regulated genes include those that are associated with infection response (29). Thus, the effect of *crol-*KO on the transcriptome is very similar to the effects observed upon mutation of *pho* and *Spps*.

To uncover the potential link between Crol and transcriptional repression, we further examined the binding of Crol on each group of the differentially expressed genes. Interestingly, 26.2% of up-regulated genes have Crol binding within +/- 1kb of their TSSs, which is significantly higher than down-regulated genes of which only 12.6% were bound by Crol (Figure 5C). We further compared the altered expression of different gene groups stratified by their distance to Ph-decreased loci after *Crol*-KO, and found that genes with decreased Ph-binding within 5 kb to their TSSs tend to have increased expression after *crol*-KO (Figure 5D). These results indicate that Crol has repressive effect over their target genes, likely via mediating the recruitment of Ph and probably some other PcG proteins.

Closer inspection identified loci at which *crol*-KO leads to decreased Crol/Ph binding and coincidently increased transcription. 

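The counts of CG43402, vn, hth, Dl and tna were lower in each library labelled crol-KO than in any labelled wild-type. CG43402 had 1.43 ± 0.170 and 0.348 ± 0.0621 normalized CPM in labelled wild-type and labelled crol-KO (SD, n = 3 each), from 44 to 75 and from 7 to 16 counts per library. Its log2 fold change was -2.03 (standard error 0.289, adjusted p = 0.0021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of hth was -1.92 (standard error 0.151, adjusted p = 2.0e-04 from the same edgeR test), with 72.3 ± 12.5 and 19.1 ± 1.43 CPM (SD, n = 3 each). Those of vn, Dl and tna were -1.30, -1.47 and -1.15, with adjusted p of 0.012, 0.0012 and 0.0060 from the same edgeR test. With the replicate number as a block, the 5 log2 fold changes were -2.04 for CG43402, -1.91 for hth, -1.25 for vn, -1.44 for Dl and -1.12 for tna. In the correction for transcript length they were -2.27, -1.43, -0.73, -0.91 and -0.62 in the same order, so that vn, Dl and tna fell under the fold change threshold of 1. Without replicate 2 labelled wild-type, vn was -0.95 and tna -0.86, and with limma on log2(TPM + 1) vn was -0.75. Supplementary File 8 reports for crol-KO 2.09 for CG43402, 1.87 for hth, 1.20 for vn, 1.35 for Dl and 1.05 for tna. No exact permutation test of 3 libraries against 3 can go below p = 0.10.

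**Figure D3:**
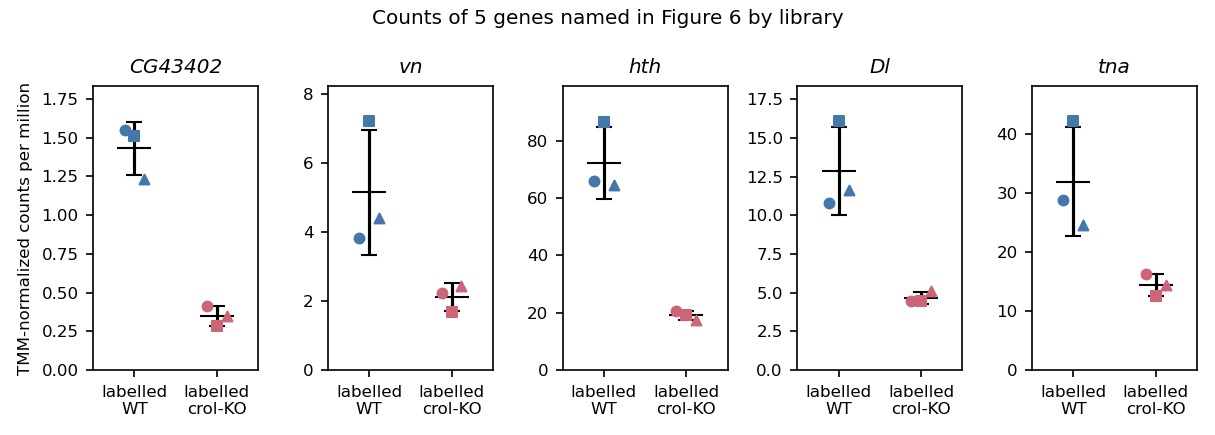
TMM-normalized CPM of CG43402, vn, hth, Dl and tna in each of the 6 libraries, on axes that start at 0. Circles, squares and triangles are replicates 1, 2 and 3, the horizontal bar is the group mean and the error bar 1 SD, and in each gene the 3 libraries labelled crol-KO lie below the 3 labelled wild-type.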

For example, the *CG43402*, *vn*, and *hth* genes are within H3K27me3(+) domain (Figure 6A), while *Dl* and *tna* are not (Figure 6B). Of note, the *CG43402* and *Dl* loci also demonstrate remarkably decreased Cg binding. In most cases, the significantly decreased Crol/Ph/Cg peaks are regulatory regions of upregulated genes. We propose that the disbalance of Crol binding to the associated regulatory regions is sufficient for the derepression of the target genes. 

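Abd-B had 7.53 ± 1.96 normalized CPM in the libraries labelled wild-type and 6.84 ± 0.358 in those labelled crol-KO (SD, n = 3 each). The log2 fold change was -0.14 (standard error 0.197, adjusted p = 0.61 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The library values of the groups overlapped (exact permutation test, two-sided, p = 0.70). Without replicate 2 labelled wild-type, the log2 fold change was 0.11 (standard error 0.161), and with the replicate number as a block it was -0.11. The lowest values came with limma on log2(TPM + 1) and log2(TPM + 0.1), -0.56 and -0.81 (adjusted p = 0.070 and 0.064 from limma). The median of all genes was -0.48 and -0.67 there.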

Of well-characterized PREs from *eve, invected-engrailed* and *Abd-B*, we detected significantly decreased Crol binding only on *Fab6*PRE, yet without significantly altered Ph/Cg binding or *Abd-B* transcription (not shown). Meanwhile, while the Crol/Ph binding wasn’t affected at the *bx-* and *bxd*PREs, we detected significantly increased transcription of *Ubx* gene upon *crol-*KO (Figure 6C). This correlated with significantly decreased binding of Crol and Ph upstream of the *Ubx* promoter (Figure 6C). 

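Ubx had 7.45 ± 1.76 normalized CPM in the libraries labelled wild-type and 3.29 ± 0.848 in those labelled crol-KO (SD, n = 3 each). The log2 fold change was -1.17 (standard error 0.248, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate number as a block -1.18 (adjusted p = 0.020). In the correction for transcript length it was -0.88, under the fold change threshold of 1 (adjusted p = 0.013), as it was without replicate 2 labelled wild-type (-0.93) and without replicate 3 labelled crol-KO (-0.98). The paper's reported value is 1.10 (standard error 0.268).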

We suggest that this region might be an uncharacterized regulatory element responsible for observed *Ubx* gene activation upon *crol*-KO.

**Figure 6.**
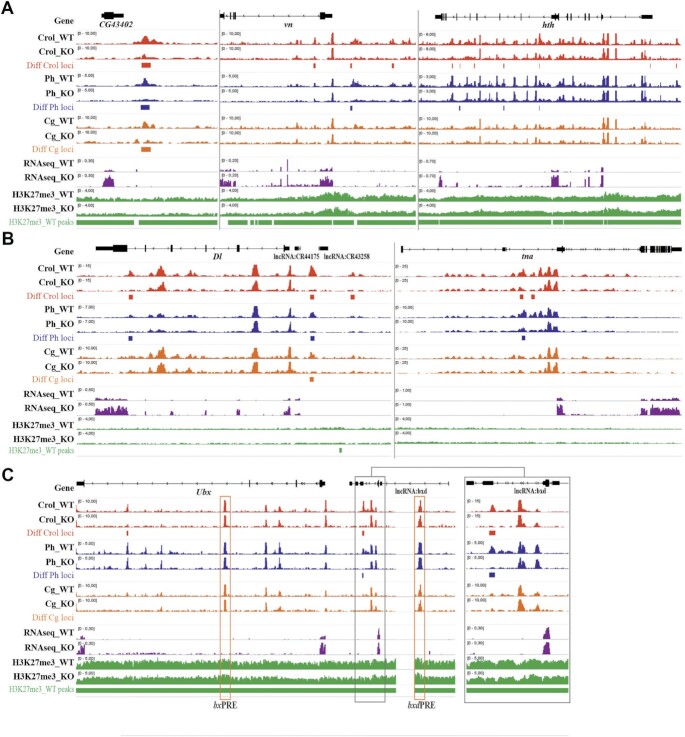
Effects of *crol*-KO at representative gene regions. The IGV tracks demonstrate the differential binding of Crol, Ph and Cg, and upregulation of target genes (RNAseq data) at the representative gene regions in wild-type (WT) and *crol*-KO (KO) 3^rd^ instar larval brains and imaginal discs. The H3K27me3 tracks and peaks are shown to designate H3K27me3(+) gene domains. (**A**) *CG43402, vn*, and *hth* genes are in H3K27me3(+) domains. (**B**) *Dl* and *tna* genes are in H3K27me3(−) domains. (**C**) *Ubx* gene is in H3K27me3(+) domain. Known PREs are highlighted by orange boxes. The region where binding of Crol and Ph is affected by the *crol-*KO is in the black box, enlarged in the right side of the diagram.

Thus, Crol controls the transcription of many genes and can repress gene expression both inside and outside of H3K27me3 domains.

## DISCUSSION

Here, we have identified Crol as a new PcG recruiter. We show that Crol is a direct Cg protein partner and using co-immunoprecipitation experiments, we demonstrate that in addition to Cg, Crol interacts with Ph of the PRC1 complex and with the PRE-binding protein Pho. Using ChIP-seq analysis, we demonstrate that Crol colocalizes with PcG proteins genome-wide, including the classical PREs of the *eve*, *en*, *Ubx* and *Abd-B* gene domains.

Crol is a C2H2-ZFP that binds to poly(G)-rich sequences both *in vitro* and *in vivo* ((80) and this paper). In a transgene assay, we demonstrate that Crol-bound poly(G)-rich motif is important for proper *eve*PRE-mediated silencing and for recruitment of Ph and Cg proteins to *eve*PRE. Moreover, *crol*-KO reduces the ability of the *eve*PRE and *bxd*PRE to silence the *mini-white* gene in the transgenes.

Due to maternally deposition of Crol protein and its stable association with many chromatin sites throughout development, we were able to obtain only reduced levels of Crol upon it's KO. Decreased levels of Crol were sufficient to affect binding of Crol/Ph/Cg to transgenic *eve*PRE, but not to the endogenous *eve*PRE. These can reflect the cooperative nature of PREs that support each other in the endogenous context and promotes the binding of Crol to PREs in its natural genome environment.

In total, Crol binding in Crol KO flies was decreased at 1170 of genome sites and of them Ph and Cg were decreased at 346 and 72 of sites, respectively. Crol function extends beyond genes within H3K27me3 domains and Ph/Cg are affected at proportionally equal Crol decreased peaks in H3K27me3+ and H3K27me3- domains. The similar importance for Ph recruitment outside of H3K27me3 domains was previously reported for the Cg protein (39).

The lower sensitivity of Cg than Ph to decrease of Crol level suggests that Crol is not a bona fide Cg recruiter, and its role in Cg recruitment is highly dependent upon local content. This may reflect the combinatorial nature of Ph-associated regulatory elements with different degrees of participation of a particular DNA-binding factor in Ph recruitment to distinct targets.

Importantly, *crol*-KO leads to inappropriate expression of 1683 genes genome-wide, of which 883 genes are upregulated, indicating that partial loss of Crol protein is sufficient to disbalance gene transcription. The dysregulation of gene transcription correlates with loss of Crol/Ph peaks at corresponding loci but doesn’t require dissociation of Crol from all peaks in the loci.

For example, in the case of the *Ubx* gene, *crol*-KO doesn’t affect the level of Crol/Ph protein at the well-defined *bx-* and *bxd*PREs but leads to a decreased Crol/Ph binding at an upstream gene region and correlates with an increase in *Ubx* gene transcription. Similarly, in the case of the *vn* and *Dl* genes, Crol/Ph are still bound to promoters of genes but are lost in regulatory regions of the corresponding genes.

Importantly, GO analysis indicates that *crol-*KO affects the transcription of same set of genes as does the mutation of two other PRE-binding proteins, Pho and Spps. In *crol*, *Spps* and *pho* mutants, neuron-related functions genes are up-regulated, and genes implicated in infection response are downregulated. This suggests that Crol, Pho, and Spps may co-regulate these genes.

The number of proteins implicated in PcG repressor recruitment is continually growing (22). Our results suggest that PcG factors can interact with a diverse array of DNA-binding proteins and that interactions create a combinatorial platform for the recruitment of PcG complexes at target sites in *Drosophila* genome.

## ETHICS APPROVAL

Animal handling for the antibody production was carried out strictly according to the procedures outlined in the NIH (USA) Guide for the Care and Use of Laboratory Animals. The protocols used were approved by the Committee on Bioethics of the Institute of Gene Biology, Russian Academy of Sciences. All procedures were performed under the supervision of a licensed veterinarian, under conditions that minimize pain and distress.

Rabbits were purchased from a licensed specialized nursery, Manihino. Soviet chinchilla rabbits used in the study are not endangered or protected. Only healthy rabbits, certified by a licensed veterinarian were used. The rabbits were individually housed in standard size, stainless steel rabbit cages and provided an *ad libitum* access to alfalfa hay, commercial rabbit food pellets, and water. The appetite and behavior of each rabbit was monitored daily by a licensed veterinarian. Body weight and temperature of each rabbit were evaluated prior to and daily following the immunization. No animals became ill or died at any time prior to the experimental endpoint. At the end of the study period all rabbits were euthanized by intravenous injection of barbiturate anesthetics.

## DATA AVAILABILITY

All relevant data are within the paper and its Supporting Information. The ChIP-seq and RNA-seq data generated in this study have been deposited in NCBI GEO database with accession GSE202872. The following publicly available ChIP-seq was used for Psc, Pho and Spps (GSE102339), Pc (GSE102339), Cg (GSE77582) (third instar larval brains and imaginal discs); Pc (GSE24521), H3K27me3 (GSE41440) and E(z) (GSE101554) (S2 cells).

## Supplementary Material

gkad336_Supplemental_Files Click here for additional data file.

# Supplementary material for: Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in Drosophila
**Source:** Nucleic Acids Res. 2023 May 4;51(12):6087–100. doi: 10.1093/nar/gkad336
**Supplement:** gkad336_Supplemental_Files

## Supplementary file 2

Erokhin et al.

### Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in *Drosophila*

This file includes Supplementary Figures S2-1- S2-7.

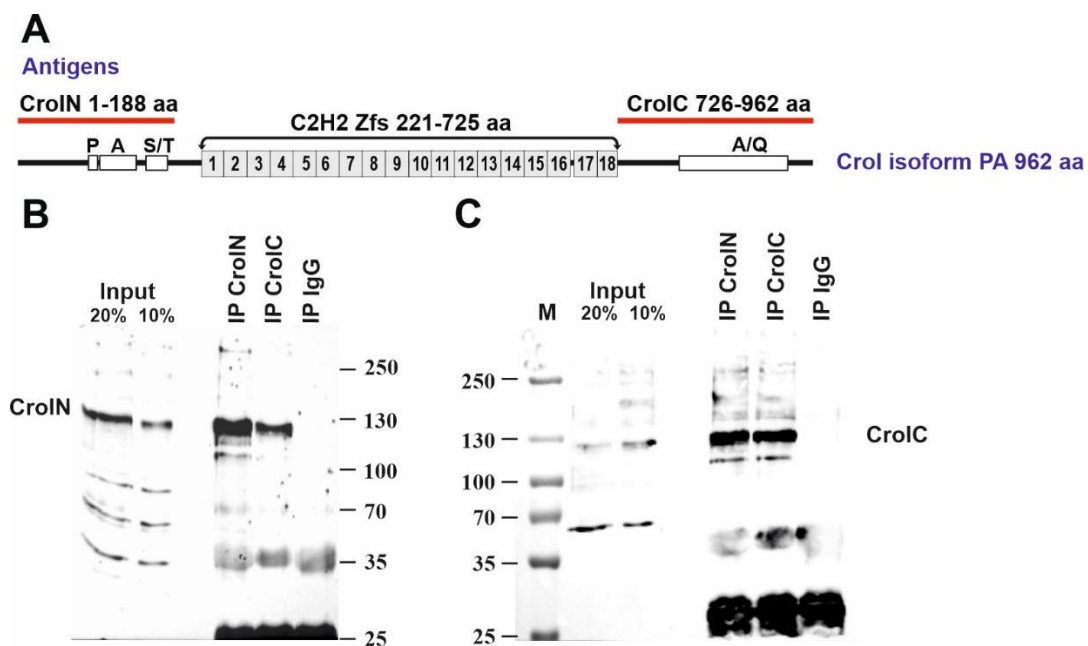

**Supplementary Fig. S2-1.** Crol antibodies specificity test by IP/Western-blot. **A)** Structure of Crol protein. Antigens for CrolN and CrolC antibodies are indicated. **B, C)** S2 *Drosophila* cell nuclear extracts were incubated with  $\alpha$ -CrolN (CrolN),  $\alpha$ -CrolC (CrolC) rabbit antibodies, or IgG of non-immunized rabbit (IgG). Lysates (Input), precipitated fractions (IP) with Crol specific antibodies or with IgG were Western blotted with antibodies against CrolN (**B**) or CrolC (**C**).

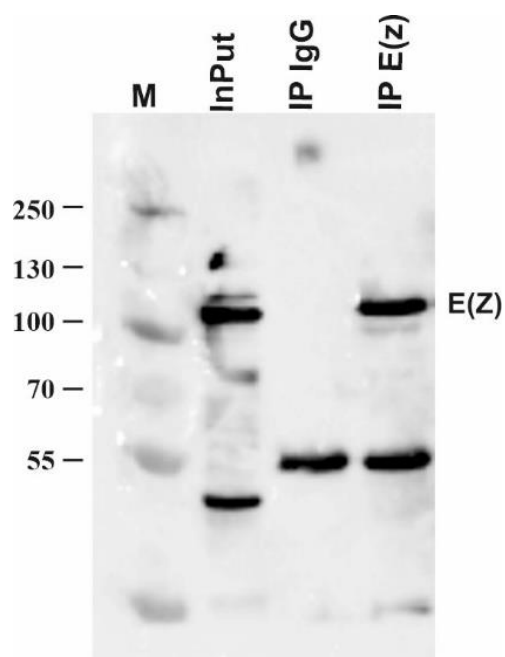

**Figure S2-2.** E(z) antibodies specificity test by IP/Western-blot. S2 *Drosophila* cell nuclear extracts were incubated with  $\alpha$ -E(z) rabbit antibodies, or IgG of non-immunized rabbit (IgG). Lysates (Input), precipitated fractions (IP) with E(z) specific antibodies or with IgG were Western blotted with antibodies against E(z).

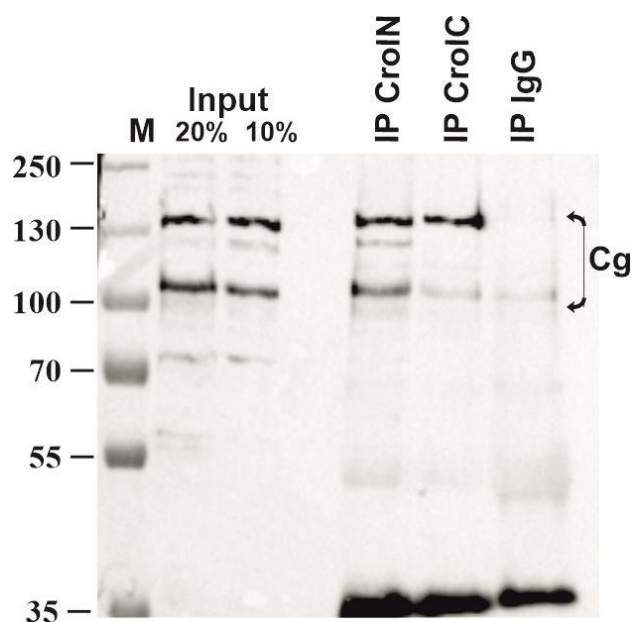

**Figure S2-3.** Western-blot analysis of Crol co-IP with Combgap. S2 *Drosophila* cell nuclear extracts were incubated with  $\alpha$ -CrolIN (CrolIN),  $\alpha$ -CrolC (CrolC) rabbit antibodies, or IgG of non-immunized rabbit (IgG). Lysates (Input), precipitated fractions (IP) with Crol specific antibodies or with IgG were Western blotted with antibodies against Combgap.

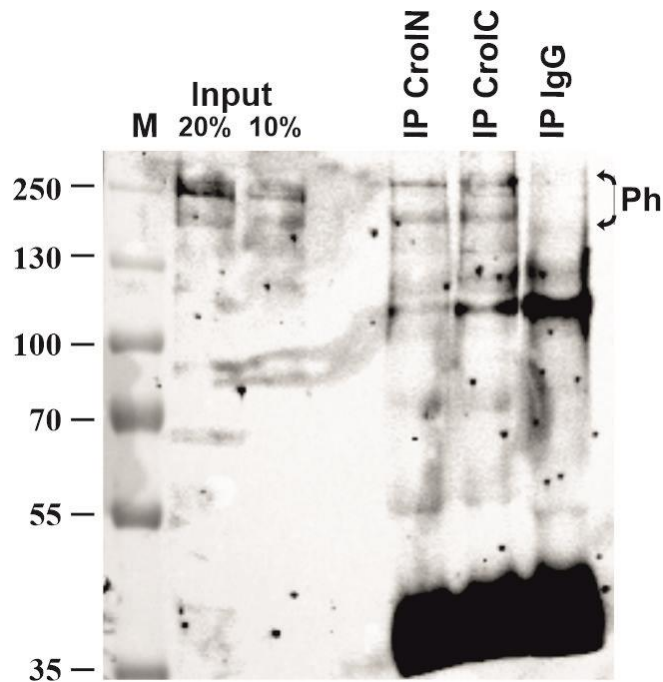

**Figure S2-4.** Western-blot analysis of Crol co-IP with Ph. *S2 Drosophila* cell nuclear extracts were incubated with  $\alpha$ -CroIN (CroIN),  $\alpha$ -CroIC (CroIC) rabbit antibodies, or IgG of non-immunized rabbit (IgG). Lysates (Input), precipitated fractions (IP) with Crol specific antibodies or with IgG were Western blotted with antibodies against Ph.

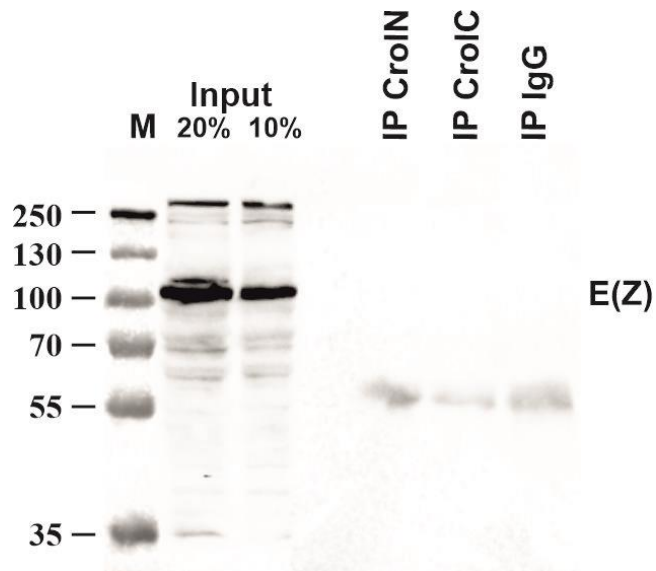

**Figure S2-5.** Western-blot analysis of Crol co-IP with E(z). *S2 Drosophila* cell nuclear extracts were incubated with  $\alpha$ -CroIN (CroIN),  $\alpha$ -CroIC (CroIC) rabbit antibodies, or IgG of non-immunized rabbit (IgG). Lysates (Input), precipitated fractions (IP) with Crol specific antibodies or with IgG were Western blotted with antibodies against E(z).

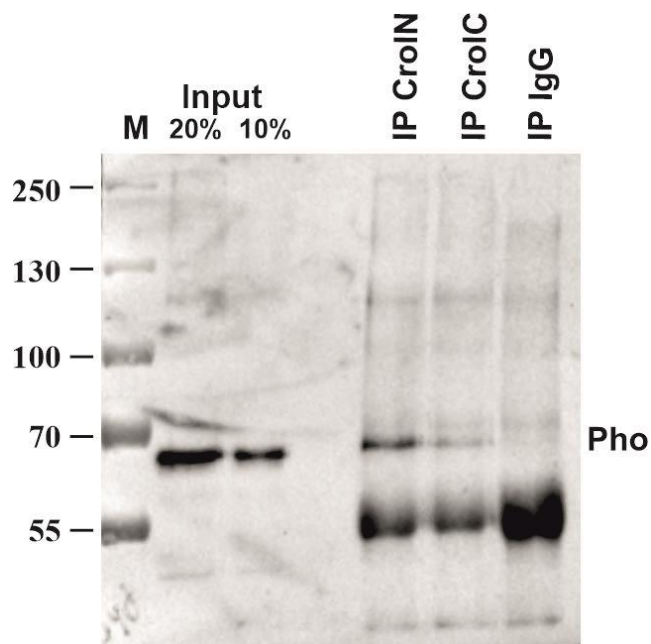

**Figure S2-6.** Western-blot analysis of Crol co-IP with Pho. S2 *Drosophila* cell nuclear extracts were incubated with  $\alpha$ -CrolIN (CrolIN),  $\alpha$ -CrolC (CrolC) rabbit antibodies, or IgG of non-immunized rabbit (IgG). Lysates (Input), precipitated fractions (IP) with Crol specific antibodies or with IgG were Western blotted with antibodies against Pho.

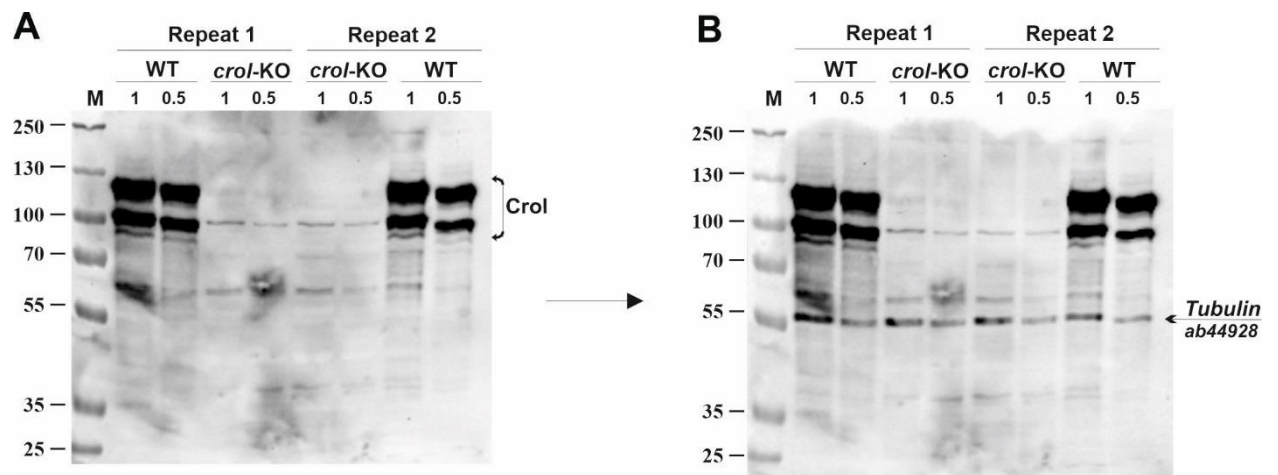

**Figure S2-7.** Examination of Crol levels in *crol*-KO mutants. **A)** Nuclear extracts from wild-type (WT) and *crol*-KO 3<sup>rd</sup> instar wild-type larval imaginal discs and brains probed with anti-CrolIN antibody. Note that light bands of Crol are visible in the *crol*-KO lines. We suspect this bands represents maternally deposited Crol protein. **B)** Control-blot performed over the Crol-blot in (A) with anti-Tubulin antibody.

# Supplementary material for: Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in Drosophila
**Source:** Nucleic Acids Res. 2023 May 4;51(12):6087–100. doi: 10.1093/nar/gkad336

## Supplementary file 4

Erokhin et al.

### **Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in *Drosophila***

#### **Supplementary Material and Methods**

**This file describes the following methods:**

- **Generation of Control, eve-wt and eve-mut constructs;**
- **Generation of constructs for *crol* knockout (KO) flies by CRISPR-Cas9–induced homologous recombination;**
- **ChIP (Chromatin immunoprecipitation)-qPCR;**
- **ChIP-seq;**
- **Sequences of DNA-fragments obtained by PCR for EMSA.**

#### **I. Generation of Control, eve-wt and eve-mut constructs**

The 344-bp *eve*PRE (PCR-amplified with primers 5'-acgtcggactgtacagcagag-3' and 5'-gagcaaactccatagaaacgcag-3') was cloned into pBluescript SK+ vector and sequenced to confirm its identity (*eve*PRE-pSK plasmid).

The 344-bp *eve*PREmut was created via PCR-mutagenesis (*eve*PREmut-pSK plasmid). The accuracy of the replacement was confirmed by sequencing.

The *Bam*HI-*Eco*RI fragment containing the white gene (*mini-white* version) without Wari insulator was clones from pCaSpeRΔ700 vector (Chetverina et al, NAR, 2008) into the pBluescript SK+ vector to obtain white-rev-pSK plasmid. The attB site was PCR-amplified with 5'-gtcgacgatgtaggtcacgg-3' and 5'-gtcgacatgcccgcctgac-3' primers and cloned downstream of the *white* gene (**Control** construct, described as attBdir-white-rev-pSK plasmid previously) (Erokhin et al., BMC Biol, 2021).

To create **eve-wt** and **eve-mut** the *Xho*I-*Kpn*I fragment of the *eve*PRE or *eve*PREmut was cut out of *eve*PRE-pSK plasmid or *eve*PREmut-pSK plasmid, respectively, and inserted into the attBdir-

white-rev-pSK plasmid cleaved by *Pst*I and *Kpn*I. For the ligation, the corresponding samples after digestion *Xho*I or *Pst*I were treated by T4 DNA polymerase and only after digested by *Kpn*I.

## References:

- Chetverina D, Savitskaya E, Maksimenko O, Melnikova L, Zaytseva O, Parshikov A, Galkin AV, Georgiev P. Red flag on the white reporter: a versatile insulator abuts the white gene in *Drosophila* and is omnipresent in mini-white constructs. *Nucleic Acids Res.* 2008 Feb;36(3):929-37. doi: 10.1093/nar/gkm992. Epub 2007 Dec 17. PMID: 18086699; PMCID: PMC2241909.
- Erokhin M, Gorbenko F, Lomaev D, Mazina MY, Mikhailova A, Garaev AK, Parshikov A, Vorobyeva NE, Georgiev P, Schedl P, Chetverina D. Boundaries potentiate polycomb response element-mediated silencing. *BMC Biol.* 2021 Jun 2;19(1):113. doi: 10.1186/s12915-021-01047-8. PMID: 34078365; PMCID: PMC8170967.

## II. Generation of constructs for *crol* knockout (KO) flies by CRISPR-Cas9–induced homologous recombination

### Generation of plasmid coding gRNA (CRISPRs) to *crol* gene

The flyCRISPR target finder online program (<https://flycrispr.org/>, Gratz et al, *Genetics*, 2014) was used to select optimal guide RNA target sites (gRNA, CRISPRs) for the 5' and 3' end of the *crol* gene (**Supplementary File 6, Figure S1A, B**). The following *crol*-target CRISPRs were selected: 5'-*crol* CRISPR – 5'-aggtggtgtcacttagtctc-3' and 3'-*crol* CRISPR – 5'-agcggatatcgtgatacgct-3'. The 5'- and 3'-*crol* CRISPRs were simultaneously cloned by a PCR-based method into the dual expression prAc\_yiless\_U6:1:3\_attB vector. The 5'- and 3'-*crol* CRISPRs were cloned downstream U6:1 and U6:3 promoters, respectively. The prAc\_yiless\_U6:1:3\_attB vector (Zolotarev et al, *NAR*, 2017) is based on pCFD4-U6:1\_U6:3tandemgRNAs plasmid (Addgene # 49411, Port et, *PNAS*, 2014) with additional insertion of the *yellow*-intron-less gene under control of *Actin5C* promoter.

For simultaneous cloning 5'- and 3'-*crol* CRISPRs were incorporated into the forward and reverse primers, which also contain homology to prAc\_yiless\_U6:1:3\_attB vector for PCR-amplification from this vector (**Supplementary File 6, Figure S1C**). In addition, primers contain *Bbs*I sites and spacers for cloning.

The following primers were made:

- 1) *forward* with 5'-*crol* CRISPR – 5'-  
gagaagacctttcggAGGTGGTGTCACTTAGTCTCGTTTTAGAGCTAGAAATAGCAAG-3';
- 2) *reverse* with 3'-*crol* CRISPR – 5'-  
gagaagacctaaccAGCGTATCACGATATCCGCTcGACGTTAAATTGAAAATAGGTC-3'.

The detailed structure of primers is shown on **Supplementary File 6, Figure S1C**.

The BbsI-digested PCR products were cloned into the prAc\_yiless\_U6:1:3\_attB vector digested with BbsI. BbsI recognizes 5'-GAAGACN2↓-3'/3'-CTTCTGN6↑-5' present in the 5'-parts of primer and in prAc\_yiless\_U6:1:3\_attB vector. The scheme of result CRISPR-*crol*-target plasmid is shown of **Supplementary File 6, Figure S1D**. Correct ligation of the *crol* CRISPR target sequences was confirmed by sequencing.

### Generation of HR-*crol* plasmid for homological recombination

The *crol*-homology arms surrounding the *crol*-CRISPRs target sites were PCR amplified from wild-type *y<sup>w</sup><sup>118</sup>* genomic DNA using the following primers:

- 1) 5'-AAGAATTCGTCATTCGTTTTGCTGCCTT-3' and 5'-  
AACCGCGGAGGTATTTTTCGAGGTCTTT-3' for the 5'-Crol homology arm (767-bp  
fragment),
- 2) 5'-TTAGATCTTCTAGGGTGTGTCGATTTT-3' and 5'-  
AACTGCAGACTTTCAGGGCTCGATATA-3' for the 3'-Crol homology arm (906-bp  
fragment) (**Supplementary File 6, Figure S1B**).

Next, the 5'- and 3'-*crol*-homology arms were cloned into the pDsRed-attP plasmid. This vector contains the dsRed gene under 3xPE promoter, flanked by lox sites and has attP site for  $\phi$ C31. pDsRed-attP was a gift from Melissa Harrison & Kate O'Connor-Giles & Jill Wildonger (Addgene plasmid # 51019; <http://n2t.net/addgene:51019>; RRID:Addgene 51019). The final plasmid contains genetic elements in the following order: [5'-Crol homology arm]-[attP]-[lox]-[3×P3-dsRed-SV40polyA]-[lox]-[3'-Crol homology arm] (**Supplementary File 6, Figure S1E**).

References:

Gratz SJ, Ukken FP, Rubinstein CD, Thiede G, Donohue LK, Cummings AM, O'Connor-Giles KM. Highly specific and efficient CRISPR/Cas9-catalyzed homology-directed repair in *Drosophila*. *Genetics*. 2014 Apr;196(4):961-71. doi: 10.1534/genetics.113.160713. Epub 2014 Jan 29. PMID: 24478335; PMCID: PMC3982687.

Zolotarev N, Maksimenko O, Kyrchanova O, Sokolinskaya E, Osadchiy I, Girardot C, Bonchuk A, Ciglar L, Furlong EEM, Georgiev P. Opbp is a new architectural/insulator protein required for ribosomal gene expression. *Nucleic Acids Res*. 2017 Dec 1;45(21):12285-12300. doi: 10.1093/nar/gkx840. PMID: 29036346; PMCID: PMC5716193.

Port F, Chen HM, Lee T, Bullock SL. Optimized CRISPR/Cas tools for efficient germline and somatic genome engineering in *Drosophila*. *Proc Natl Acad Sci U S A*. 2014 Jul 22;111(29):E2967-76. doi: 10.1073/pnas.1405500111. Epub 2014 Jul 7. PMID: 25002478; PMCID: PMC4115528.

### III. ChIP (Chromatin immunoprecipitation)-qPCR

Chromatin immunoprecipitation (X-ChIP) was prepared as describe previously (Erokhin et al., BMC Biol, 2021). For each experiment, 150-200 mg of 3rd instar larvae or embryos were collected. The material was homogenized in 5 ml of buffer A1 (15 mM HEPES, pH 7.6; 60 mM KCl, 15 mM NaCl, 4 mM MgCl<sub>2</sub>, 0.5% Triton X-100, 0.5 mM DTT, Roche cOmplete protease inhibitor) supplemented with the EDTA-free protease inhibitor cocktail (Roche, Switzerland) and formaldehyde as a crosslinking agent (final concentration 1.8%) for 15 min. The reaction was stopped by adding glycine (final concentration 225 mM). The homogenate was cleared by passing through 100-µm nylon cell strainer (BD Falcon) and pelleted by centrifugation at 4000 g, 4°C for 5 min. After twice washing in buffer A1 at 4°C, the pellet was treated with 0.5 ml of complete lysis buffer (15 mM HEPES, pH 7.6; 140 mM NaCl, 1mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.5 mM DTT, 0.1% sodium deoxycholate, 0.1% SDS, 0.5 % N-lauroylsarcosine, Roche cOmplete protease inhibitor) and sonicated to break chromatin into fragments with an average length of 200-600 bp. The material was pelleted by centrifugation at 18 000 g for 5 min, and the supernatant fluid was transferred to a new tube. The pellet was treated with the second 0.5-ml portion of lysis buffer, and the preparation was centrifuged at 18 000 g for 5 min. The two portions of the supernatant fluid were pooled, cleared by centrifuging twice at 18 000 g for 10 min, and the resultant chromatin extract (1 ml) was used for ChIP experiments. 9 ml of ChIP dilution buffer (15 mM HEPES, pH 7.6; 140 mM NaCl, 1mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.5 mM DTT, Roche cOmplete protease inhibitor), was added to the sheared chromatin together with 50 µl of prewashed Protein A Sepharose beads (GE Healthcare). The samples were incubated at 4 °C for 1 hour on a rotating platform. The samples were spun at 10,000g to remove the beads and the supernatant was transferred to a fresh tube.

One aliquot (1/10 volume) of chromatin extract after preincubation with Sepharose was kept as a control sample (Input). The appropriate dilution of antibody (1:100 for CrolN, CrolC, Ph, Cg, E(z), GAF and 1:250 for H3K27me3) and 20 µl per sample of Protein A Sepharose (pre-blocked with BSA) were added, then the samples were incubated rocking overnight at 4°C. As a control incubation was made with IgG of nonimmunized rabbit. The next day the beads were washed for 5 minutes on a rocking platform at 4 °C with wash buffer (20 mM Tris-HCl pH 8, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS), 5 minutes with final wash buffer (20 mM Tris-HCl pH 8, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS). The chromatin was eluted with 500 µl elution buffer (0.1 M NaHCO<sub>3</sub>, 1% SDS) for 15 minutes at room temperature on a rocking platform. At this point the input sample was defrosted and 500µl of elution buffer was added. The crosslinks were reversed by a 6-hour incubation at 65°C in the presence of 2 µl Recombinant Proteinase K Solution (20 mg/mL, Thermo Fisher Scientific). The DNA was purified using phenol/chloroform followed by ethanol precipitation with 50 µl NaOAc pH5.2, 1,5 ml 100% Ethanol and 4 µl glycogen (20 mg/ml, Sigma). After incubating overnight at -20°C samples were centrifuged at 20,000g for 20 minutes. Pellets were washed with 70% ethanol, air dried and resuspended in nuclease-free water.

**Reference:** Erokhin M, Gorbenko F, Lomaev D, Mazina MY, Mikhailova A, Garaev AK, Parshikov A, Vorobyeva NE, Georgiev P, Schedl P, Chetverina D. Boundaries potentiate polycomb response element-mediated silencing. BMC Biol. 2021 Jun 2;19(1):113. doi: 10.1186/s12915-021-01047-8. PMID: 34078365; PMCID: PMC8170967.

#### **IV. ChIP-seq from larval brains and imaginal discs**

##### *Dissection and fixation of larval brains and discs*

Brains and imaginal discs were dissected from 3<sup>rd</sup> instar larvae (10 larvae per sample) in PBS and placed in Schneider's medium (Invitrogen) on ice in homogenization tubes. The brains and discs were spun at 4000g for 1 minute and the media replaced with 1ml ice cold fixative (2% formaldehyde (Ted Pella Inc, Redding, CA), 50 mM HEPES pH 7.6, 100 mM NaCl, 0.1 mM EDTA, 0.5 mM EGTA supplemented with Roche cOmplete protease inhibitor, EDTA free) Samples were incubated on a rocking platform at room temperature for 15 minutes. The brains and discs were centrifuged at 4000g for 1minute. Fixative was removed and replaced with 1ml stop solution (PBS, 0.01% Triton X-100, 0.125 M glycine supplemented with Roche cOmplete protease inhibitor), and incubated rocking 10 minutes at room temperature, followed by centrifugation as above, then 2×10-minute washes with a post fix wash solution (50mM Tris, 10 mM EDTA, 0.5 mM EGTA, 0.25% Triton X-100 supplemented with Roche cOmplete protease inhibitor). The

brains and discs were centrifuged at 4000g for 1 minutes then stored at  $-80^{\circ}\text{C}$  in 50 $\mu\text{l}$  storage solution (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 0.5 mM EGTA).

### *ChIP-seq*

Brain and disc samples were thawed on ice then centrifuged at 4000g for 1 minute. The storage buffer was replaced with 300 $\mu\text{l}$  nuclear lysis/sonication buffer (50mM Tris/HCl pH8.0, 50mM NaCl, 1mM EDTA 0.1%SDS, 1% Triton X-100, 0.1% deoxycholate, Roche cOmplete protease inhibitor). The samples were homogenized with disposable pestles then transferred into 500 $\mu\text{l}$  tubes and sonicated using a (QSonica) Q800R3 sonicator at 70% amplitude for 30secs on, 30secs off for a total on time of 22 minutes giving an average size range of 200-500bp. Samples were centrifuged at 20,000g for 10 minutes and the supernatant was transferred to a new tube. A percentage of the sample was removed as the input control and stored at  $-20^{\circ}\text{C}$ . 700 $\mu\text{l}$  of ChIP dilution buffer (16.7mM Tris-HCl pH8, 1.2mM EDTA, 167mM NaCl, 1.1% Triton X-100, 0.01% SDS, Roche cOmplete protease inhibitor), was added to the sheared chromatin together with 80 $\mu\text{l}$  of prewashed Protein A Sepharose beads (GE Healthcare). The samples were incubated at  $4^{\circ}\text{C}$  for 1 hour on a rotating platform. The samples were spun at 10,000g to remove the beads and the supernatant was transferred to a fresh tube. The appropriate dilution of antibody was added (1:100 CrolN, 1:100 CrolC, 1:100 E(z), 1:100 Ph, 1:100 H3K27me3, 1:100 Cg), then the samples were incubated rocking overnight at  $4^{\circ}\text{C}$ . The next day 60 $\mu\text{l}$  of prewashed Protein A Sepharose beads (GE Healthcare) were added to each sample and incubated 1 hour on a rocking platform at  $4^{\circ}\text{C}$ . The beads were washed for 5 minutes on a rocking platform at  $4^{\circ}\text{C}$  with low salt wash buffer (20 mM Tris-HCl pH 8, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS), 5 minutes with high salt wash buffer (20 mM Tris-HCl pH 8, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS), 5 minutes with LiCl wash buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 250 mM LiCl, 1% NP-40, 1% deoxycholate), 2 X 5 minutes washes at room temperature with 1 X TE buffer pH 8. The chromatin was eluted twice with 250 $\mu\text{l}$  elution buffer (0.1 M  $\text{NaHCO}_3$ , 1% SDS) for 15 minutes at room temperature on a rocking platform. At this point the input sample was defrosted and 500 $\mu\text{l}$  of elution buffer was added. The crosslinks were reversed by the addition of 20 $\mu\text{l}$  of 5M NaCl to all the samples followed by a 4 hour incubation at  $65^{\circ}\text{C}$ . 10 $\mu\text{l}$  of 0.5M EDTA and 20 $\mu\text{l}$  of 1M tris-HCl pH 6.5 was added to each sample together with 2 $\mu\text{l}$  Roche PCR grade 18.5mg/ml Proteinase K. The samples were incubated for 1 hour at  $50^{\circ}\text{C}$ . The DNA was purified using phenol/chloroform followed by ethanol precipitation with 50  $\mu\text{l}$  NaOAc pH5.2, 1ml 100% Ethanol and 2  $\mu\text{l}$  pellet paint co-precipitant (Millipore). After incubating overnight at  $-20^{\circ}\text{C}$  samples were centrifuged at 20,000g for 20 minutes. Pellets were washed with 70% ethanol, air dried and resuspended in 200  $\mu\text{l}$  of nuclease-free water.

DNA concentration of 5ul was measured using a Qubit 3.0 fluorometer (Invitrogen). 1.5ng of starting material/sample was used to make each library. ChIP-seq libraries were obtained using the NEBNext Ultra™ II DNA library preparation kit (New England Biolabs) or with the ThruPLEX DNA-seq and single index kits (Takara) following the manufacturer's instructions. Samples were sequenced by 50bp or 100bp single-end sequencing with HiSeq2500 (Illumina) or with NovaSeq6000 sequencer.

## V. Sequences of DNA-fragments obtained by PCR for EMSA

The DNA plasmids with 20xG and Control insertions were made on the basis of pBluescript SK + vector. For the PCR the M13rev and M13dir primers containing the Cy5 fluorophore were used. The DNA fragments obtained by PCR are shown.

### 20xG

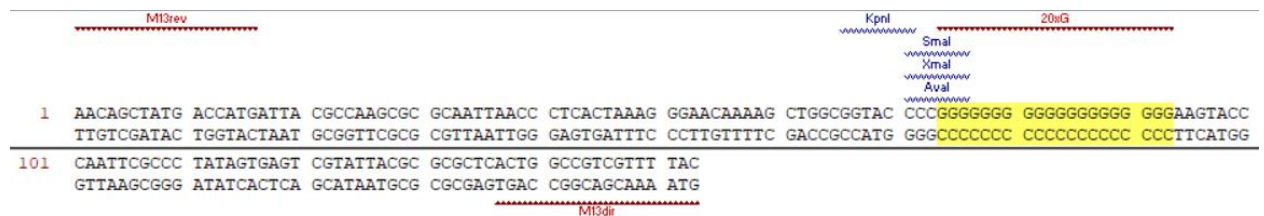

### Control

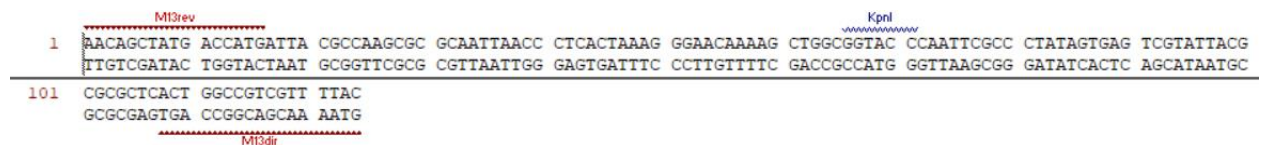

### 20bp-evePRE

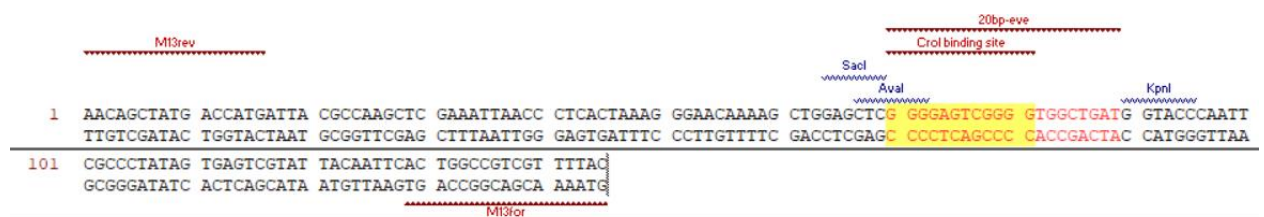

### 20bp- evePREmut

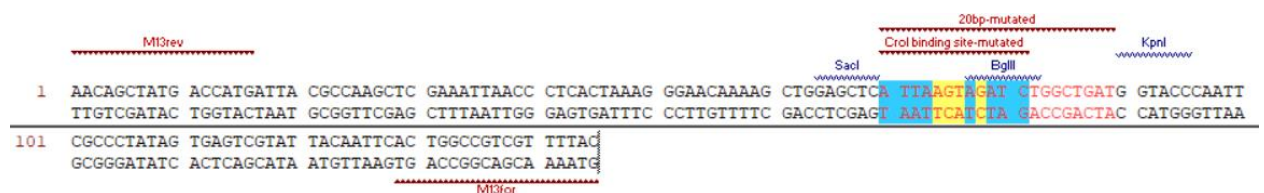

**Supplement:** gkad336_Supplemental_Files

# Supplementary material for: Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in Drosophila
**Source:** Nucleic Acids Res. 2023 May 4;51(12):6087–100. doi: 10.1093/nar/gkad336
**Supplement:** gkad336_Supplemental_Files

## Supplementary file 5

Erokhin et al.

### Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in *Drosophila*

**Table S1 Sequences of primers used for ChIP-qPCR for detection of the Crol binding to the genome PREs**

| Primer Name         | Primer sequence 5' to 3' |
|---------------------|--------------------------|
| <i>bxd</i> PRE dir  | aagagcaaggcgaaagagagc    |
| <i>bxd</i> PRE rev  | cgtttaagtgcgactgagatgg   |
|                     |                          |
| <i>bx</i> PRE dir   | gcgtccagtgaaaatcggaatga  |
| <i>bx</i> PRE rev   | caaacaggcgagcatataagcg   |
|                     |                          |
| <i>Fab7</i> PRE dir | ggaataccgcactgtcgtagg    |
| <i>Fab7</i> PRE rev | gcagccatcatggatgtgaa     |
|                     |                          |
| <i>en</i> PRE2 dir  | agatggcatgtggctctccc     |
| <i>en</i> PRE2 rev  | aactgtgtccccagcgaactg    |
|                     |                          |
| <i>eve</i> PRE dir  | agatggcatgtggctctctccc   |
| <i>eve</i> PRE rev  | ttgggtctgaggcggttc       |
|                     |                          |
| Ras64B dir          | gagggattcctgctcgtcttcg   |
| Ras64B rev          | gtcgcaattgttaccaccatc    |
|                     |                          |
| Tub dir             | agttcaccgctatgttca       |
| Tub rev             | cgcaaacattgatcgag        |

**Table S2 Sequences of primers used for ChIP-qPCR from transgenic constructs**

| Primer Name | Primer sequence 5' to 3' |
|-------------|--------------------------|
| 1dir        | gtcattctgagaatagtgtatgcg |
| 1rev        | ggtaagatccttgagagttttcg  |
|             |                          |
| 2dir        | gtaaaacgacggccagt        |
| 2rev        | gttctgcgtttctatggagttt   |
|             |                          |
| 3dir        | tccaccaaactctgctgtacag   |
| 3rev        | tagaattaattcgagctcgccc   |
|             |                          |
| 4dir        | gcaaatgtcagcacacgatcat   |
| 4rev        | gtgggctcatcgcagatca      |

# Supplementary material for: Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in Drosophila
**Source:** Nucleic Acids Res. 2023 May 4;51(12):6087–100. doi: 10.1093/nar/gkad336
**Supplement:** gkad336_Supplemental_Files

**Supplementary file 6**

**Erokhin et al.**

**Crol contributes to PRE-mediated repression and Polycomb group proteins recruitment in  
*Drosophila***

**This file includes Supplementary Figures S1- S12.**

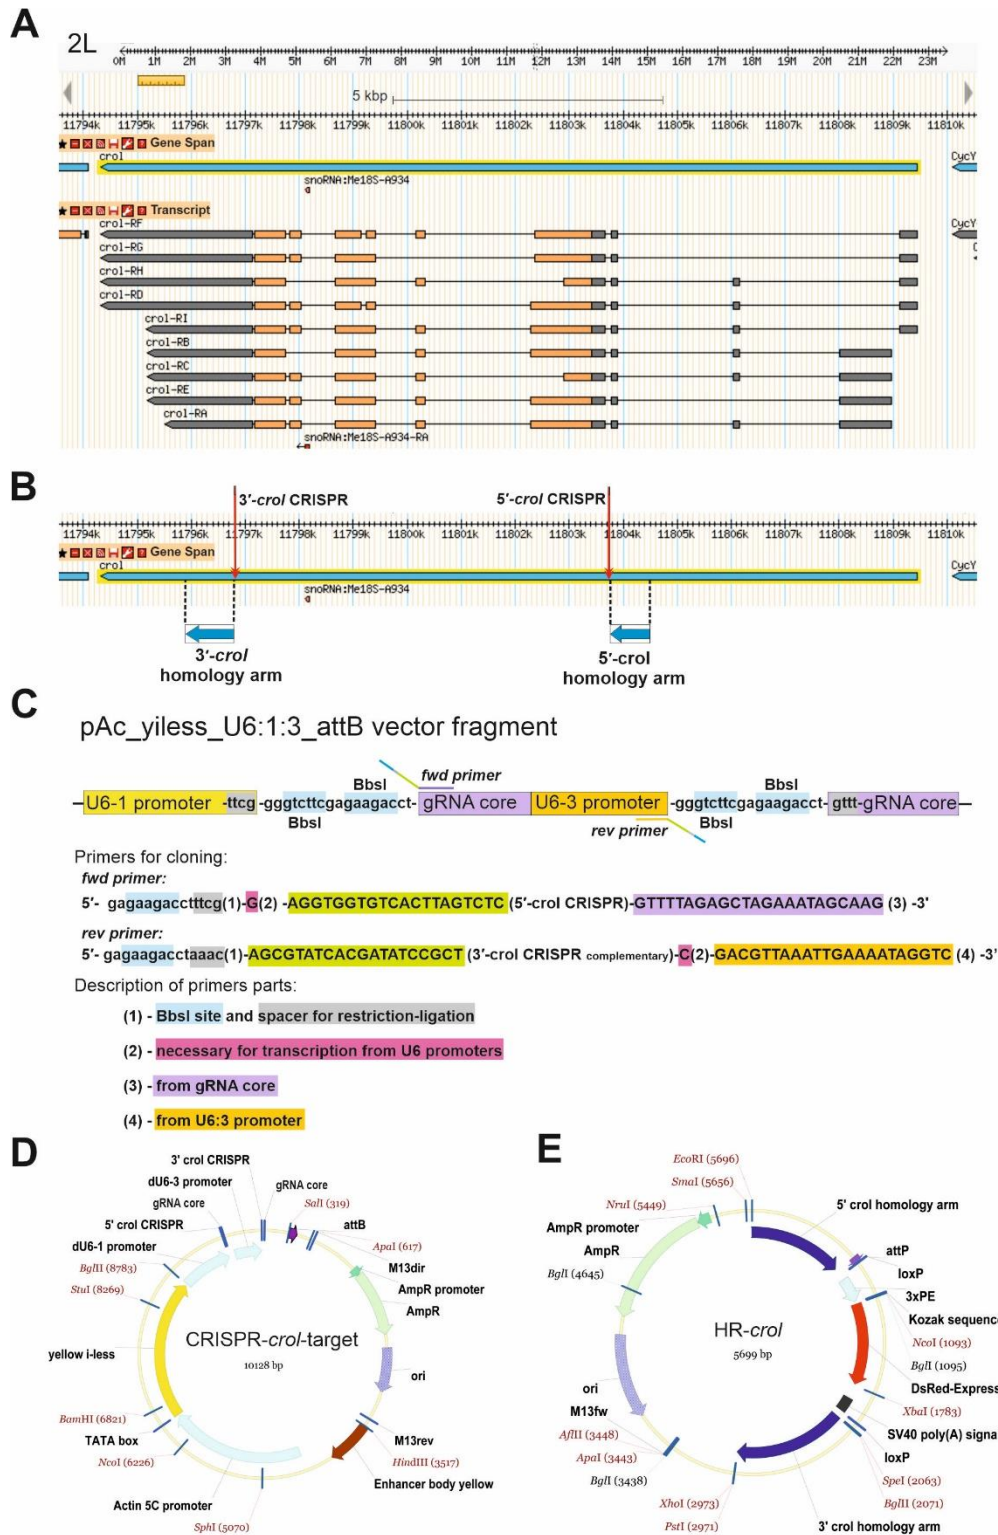

**Supplementary Figure S1.** The schemes of *crol* gene regions and plasmids used for knockout (KO) of the *crol* gene by CRISPR/Cas9 technology. **A)** The *crol* genome region and transcribed *crol* isoforms. **B)** 3' and 5' *crol* homology arms used for homologous recombination and 3' and 5' *crol* CRISPRs positions are indicated. **C)** pAc-y-iless vector fragment used for cloning of the 5' and 3' *crol* CRISPRs is shown. Full length primers sequence and their detailed structure are indicated. **D)** The scheme of CRISPR-*crol*-target plasmid with 3' and 5' CRISPRs is shown. This plasmid is made based on pAc-y-iless vector. **E)** The scheme of HR-*crol* plasmid with *crol*-homology arms and DsRed gene for replacement is shown.

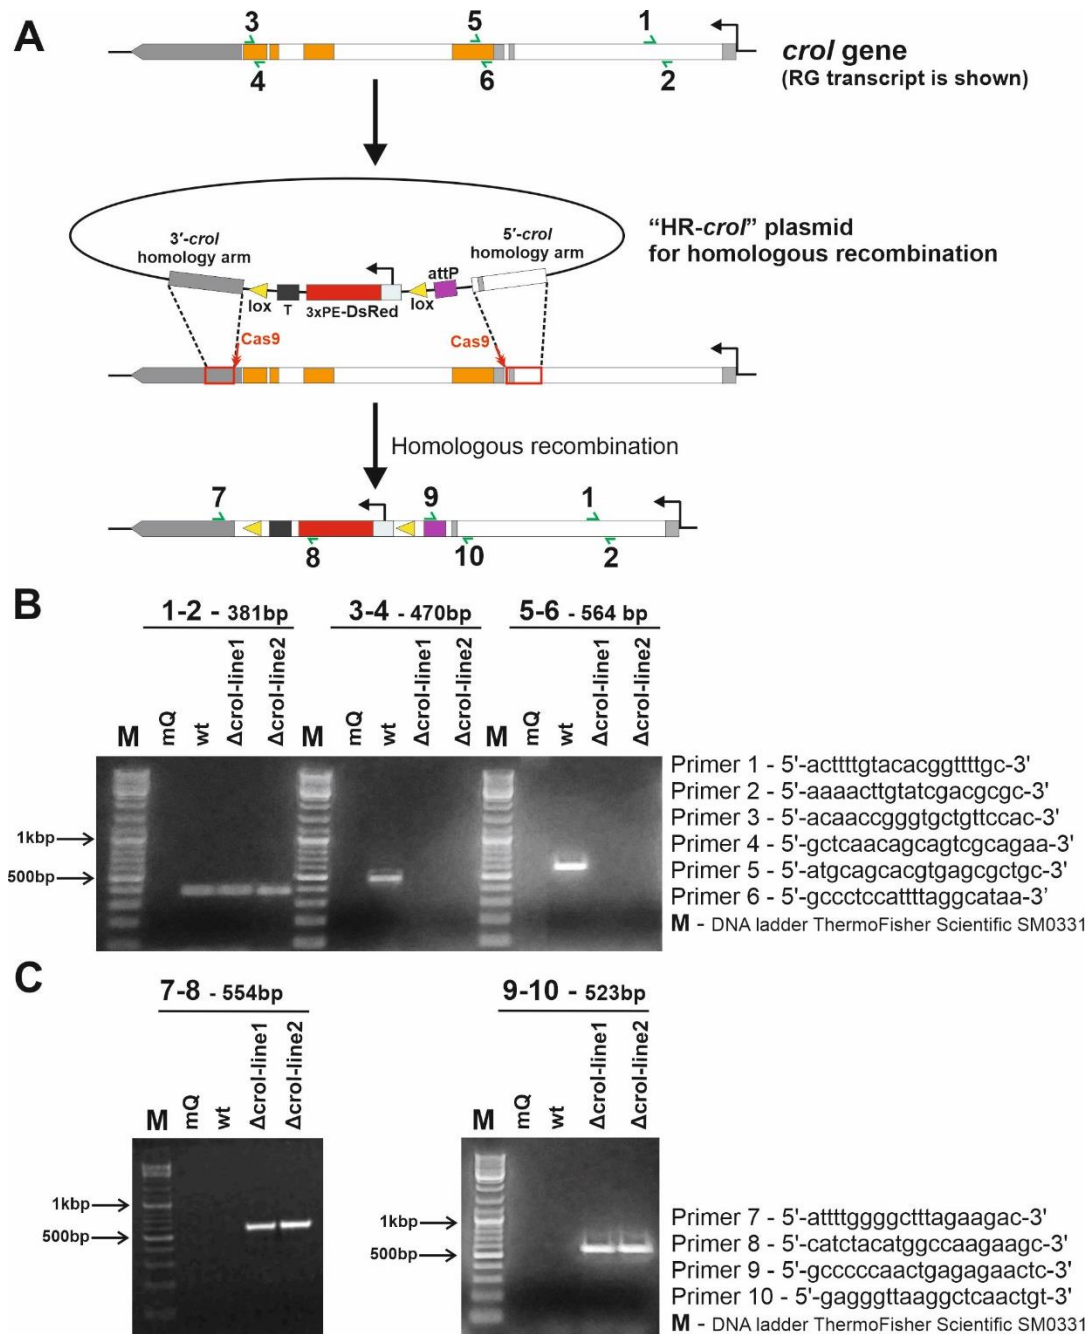

**Supplementary Figure S2.** Generation and validation of fly lines with knockout (KO) of the *crol* gene. **A**) Scheme of experiment with homologous recombination of the *crol* gene after co-injection of CRISPR-*crol*-target and HR-*crol* plasmids into Cas9-expressing flies. Color designations: orange - *Crol* coding part; grey – UTRs; white – introns; red – DsRed; black – SV40-poly(A) signal (“T”); purple – attP; yellow – lox-sites. attP/attB and Cre/lox recombination were not used in current study. The numbers (1 -10) indicate the positions of primers used for the analysis. **B**) Confirmation of the *crol* gene knockout (*crol* KO) in *crol*/*crol* homozygous flies with PCR.  $y^w^{118}$  flies were used as the *wild type* (wt) control. Primer pairs 3-4 and 5-6 are from *crol* coding part that is deleted in *crol* KO flies. Primer pair 1-2 is from remaining in *crol* KO flies (*crol* first intron fragment) was used as a PCR genomic DNA quality control. **C**) Confirmation of the correct homologous recombination using PCR with construct specific primers (Primer pair 7-8 – from DsRed and 3’-*crol* UTR; Primer pair 9-10 – from attB and *crol* intron).

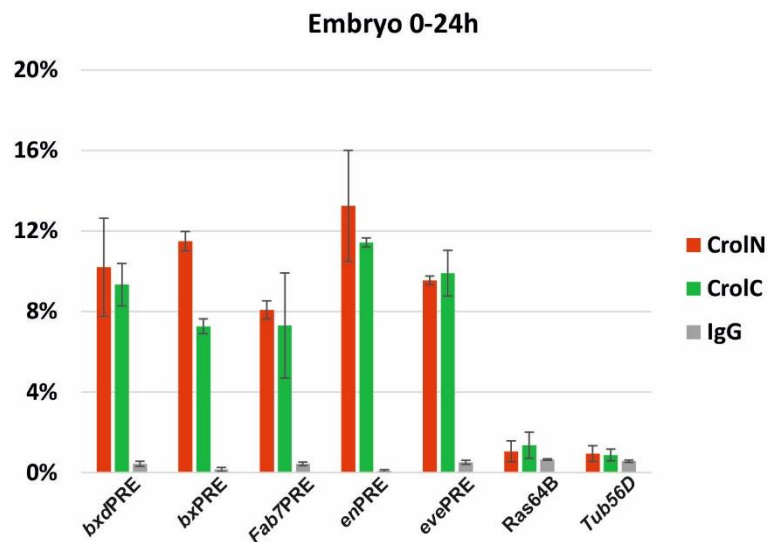

**Supplementary Figure S3.** Crol enrichment at well-characterized PREs during embryogenesis. Diagrams summarize the results of X-ChIP with Crol-N or Crol-C rabbit antibody, or with IgG from a non-immunized rabbit as a negative control. The X-ChIP experiments were performed with chromatin isolated from the 0-24 h wild-type Oregon embryos. The ordinate shows the percentage of target sequences in the immunoprecipitated material relative to the input DNA. X-ChIP was analyzed by real-time qPCR with primers specific to the PREs: *bxd*PRE, *bx*PRE, *Fab7*PRE, *en*PRE, *eve*PRE, or to negative genome controls: the coding part of *Ras64B* and tubulin genes (indicated on the abscissa).

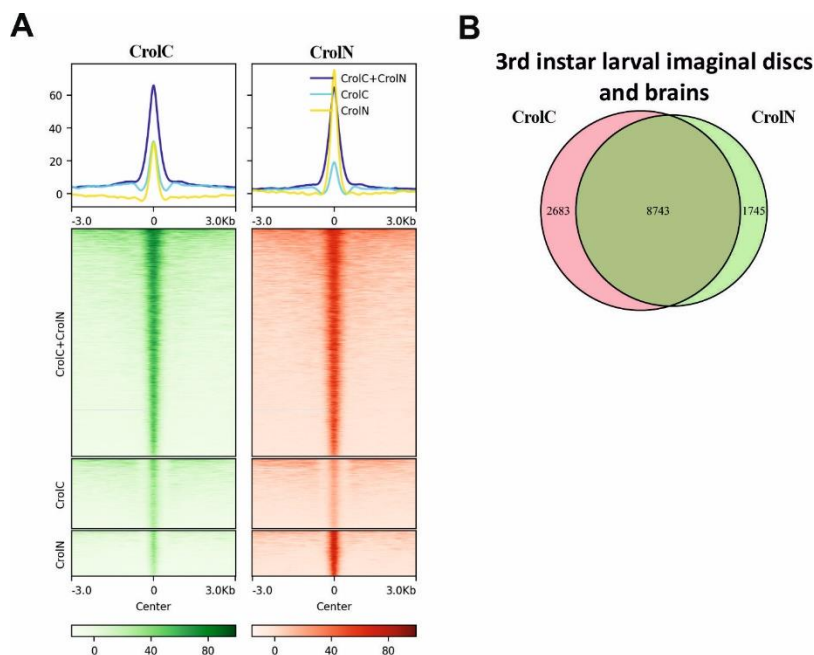

**Supplementary Figure S4. A)** Heatmaps and **B)** Venn diagram showing the overlap between Crol peaks obtained by ChIP-seq with CrolN or CrolC antibodies using chromatin isolated from wild-type 3<sup>rd</sup> instar larval brains and imaginal discs.

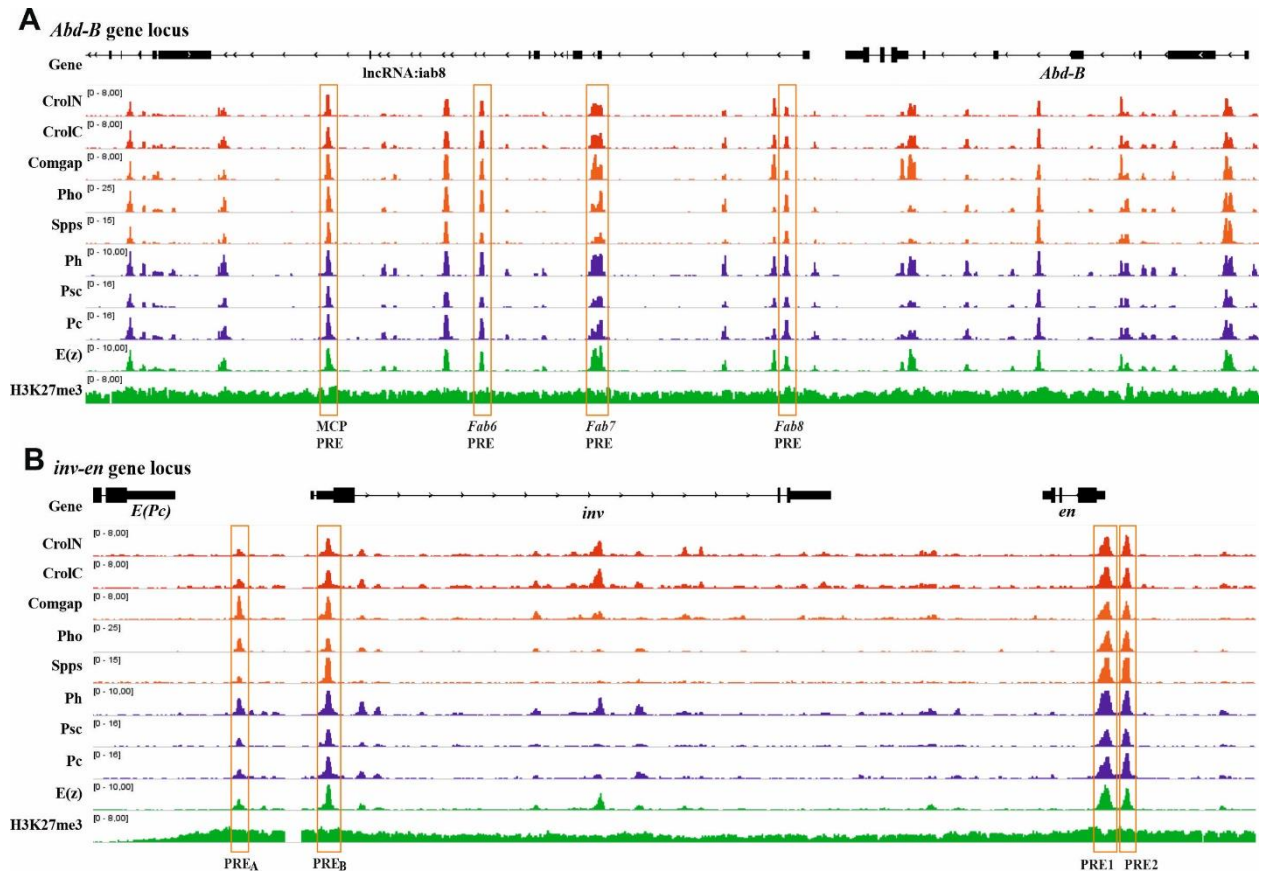

**Supplementary Figure S5.** ChIP-seq profiles visualized as IGV tracks for Crol (CrolN and CrolC antibodies), Comgap, Pho, Spps, Ph, Psc, Pc, E(z), and H3K27me3 histone modification. Chromatin was isolated from 3<sup>rd</sup> instar wild-type larval brains and imaginal discs. **A)** *Abd-B* gene locus. Characterized MCP PRE, *Fab6* PRE, *Fab7* PRE, and *Fab8* PRE are highlighted by orange boxes. **B)** *inv-en* gene locus. Characterized PRE<sub>A</sub>, PRE<sub>B</sub>, PRE1, and PRE2 are highlighted by orange boxes.

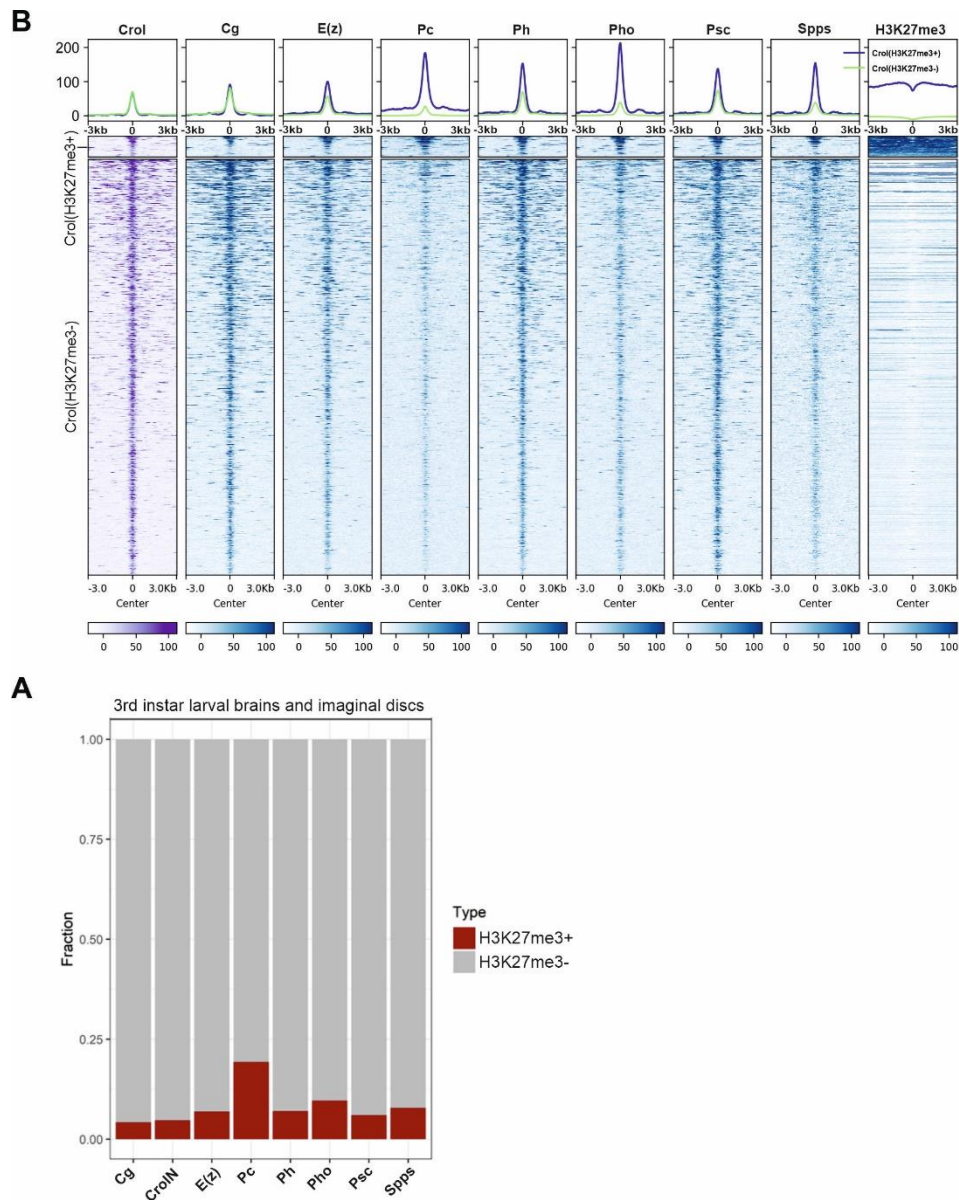

**Supplementary Figure S6.** PcG proteins are bound within and outside of the H3K27me3 domains. **A)** Heatmaps show the colocalizations of Crol, Cg, E(z), Pc, Ph, Pho, Psc, and Spps within the H3K27me3+ and H3K27me3- domains. Chromatin was isolated from wild-type 3<sup>rd</sup> instar larval brains and imaginal discs. **B)** Fractions of Cg, Crol, E(z), Pc, Ph, Pho, Psc, and Spps within and without the chromatin marked by H3K27me3 histone modification.

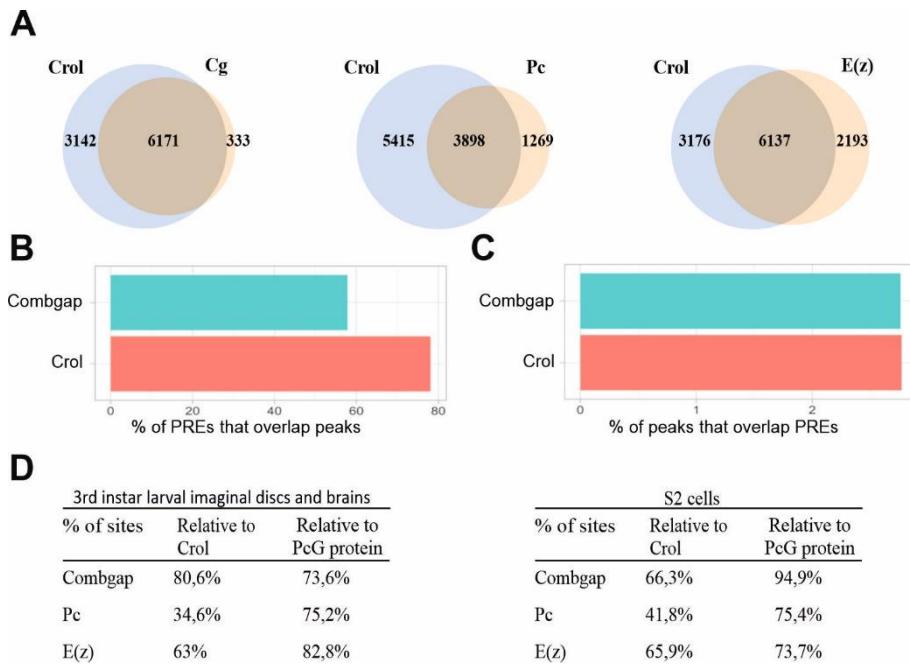

**Supplementary Figure S7.** Crol colocalizes with PcG proteins and PREs genome-wide in S2 *Drosophila* cells. **A**) Venn diagrams showing the overlap between Crol and Combgap, Pc, and E(z). **B**) Percent of PREs with Crol and Combgap peaks. PREs were defined as regions with simultaneous binding of E(z), Pc, and the presence of H3K27me3 histone modification. **C**) Percent of Crol and Combgap peaks within the PREs. **D**) Comparison of Crol overlap with PcG proteins in 3<sup>rd</sup> instar larval brains and imaginal discs (left) and S2 cells (right).

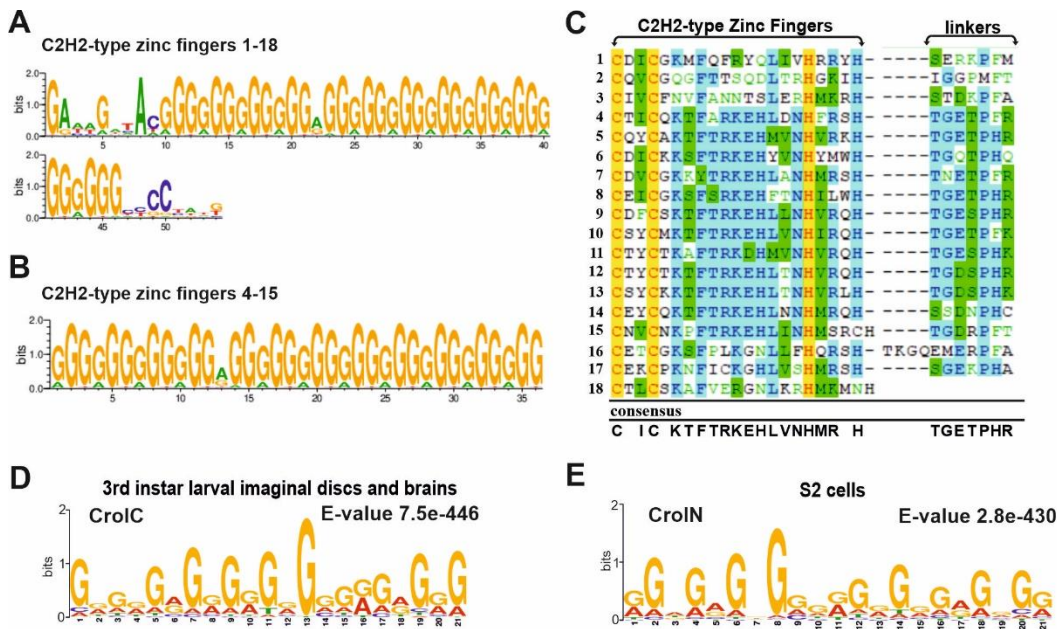

**Supplementary Figure S8.** Crol is C2H2-type zinc finger protein that binds poly(G)-rich sequences. **A, B**) Crol predicted DNA-binding motif using bioinformatic modeling at zf.Princeton.edu using Zinc finger motifs 1-18 (A) and Zinc finger motifs 4-15 (B). The poly(G) motif is predicted for 4-15 Crol zinc fingers, while flanking zinc fingers do not display such specificity. **C**) Alignment of Crol zinc fingers and linkers between them. Designations: The identical amino acids are highlighted in yellow; conservative – in blue; block of similar – in green; while weakly similar have green foreground color. Zinc fingers 4-15 have the highest homology and contain the same amino acids in positions 10, 12, 13, 16 (positions that are significant for

DNA binding specificity). In addition, the linkers between zinc fingers 4-15 are of higher homology than flanking ones. This assumes that zinc fingers 4-15 might be responsible for the predicted specificity for poly(G)-binding. **D**) Crol estimated DNA-binding motif using ChIP-seq obtained on 3<sup>rd</sup> instar larval brains and imaginal discs with CrolC antibodies. **E**) Crol estimated DNA-binding motif using ChIP-seq obtained on S2 Drosophila cells with CrolN antibodies.

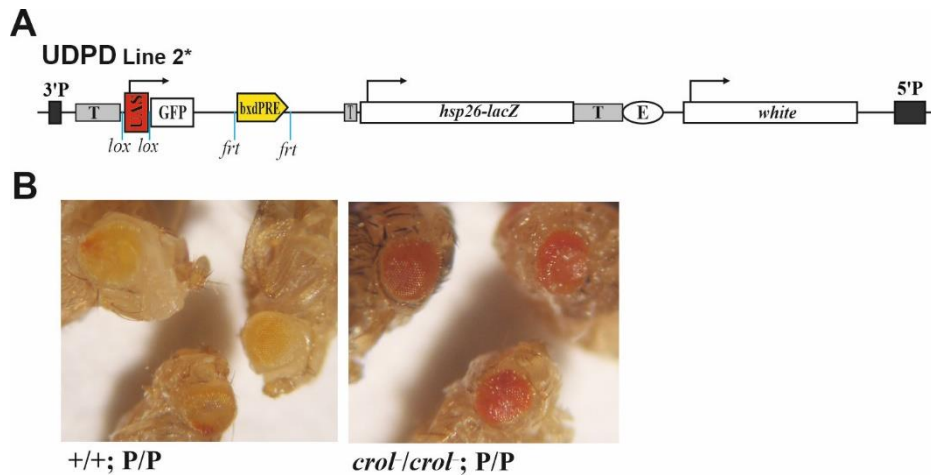

**Supplementary Figure S9.** *crol*-KO suppress the *bxd*PRE-dependent silencing in transgenes. **A**) The scheme of the UDPD transgene construct containing *bxd*PRE. This transgene contains an upstream activating sequence element linked to the *hsp70* promoter (UAS). The 656-bp *bxd*PRE is between the UAS and the *hsp26-lacZ* and *white* reporter genes. Other labels: "T" - terminators of transcription; "E" - enhancer of the *white* gene; 3'P and 5'P - 3'- and 5'-ends of P-element containing inverted repeats required for transposase dependent integration of the transgenes into the genome. The UDPD transgene and corresponding transgenic lines were previously described in Erokhin et al., PNAS, 2015. In current study we used UDPD transgenic line#2 inserted on the third chromosome. **B**) The eye phenotypes of UDPD homozygous control flies (+/+; P/P, left) or UDPD flies with *crol* KO background (*crol*⁻/*crol*⁻; P/P, right) at the pharate adult stage are shown. The phenotype of the eyes of the UDPD transgenic flies is darker upon *crol* KO indicating the release of silencing.

Erokhin M, Elizar'ev P, Parshikov A, Schedl P, Georgiev P, Chetverina D. Transcriptional read-through is not sufficient to induce an epigenetic switch in the silencing activity of Polycomb response elements. Proc Natl Acad Sci U S A. 2015 Dec 1;112(48):14930-5. doi: 10.1073/pnas.1515276112. Epub 2015 Oct 26. PMID: 26504232; PMCID: PMC4672805.

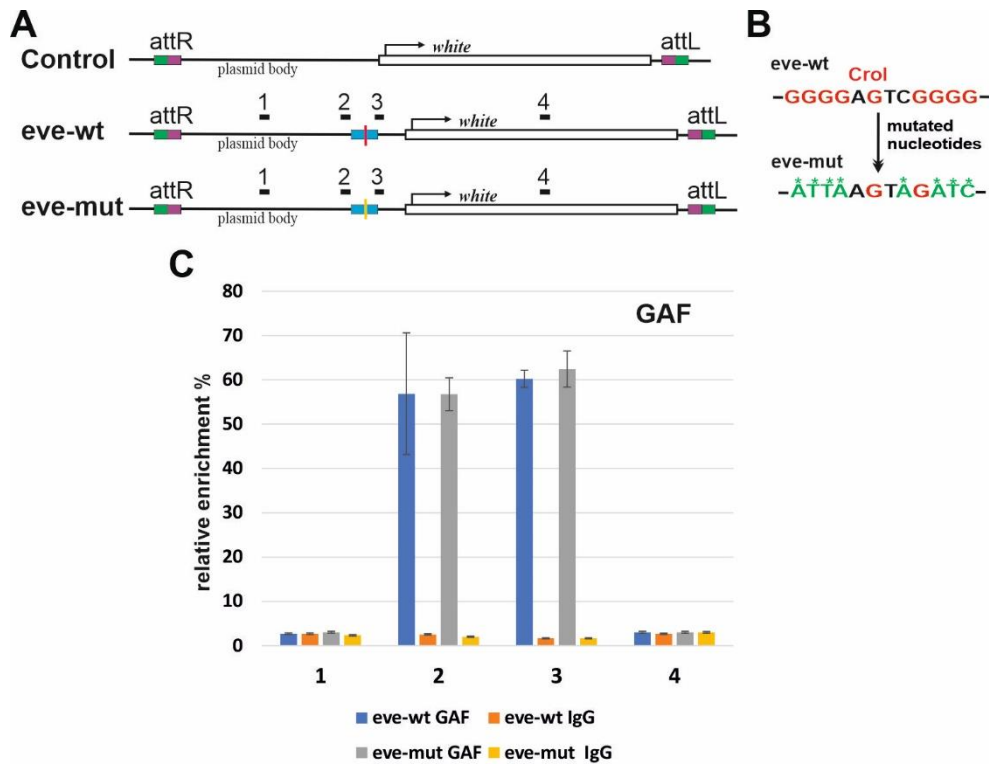

**Supplementary Figure S10.** Mutation of Crol binding site in evePRE containing transgene doesn't affect the binding of GAF protein. **A)** The scheme of transgene constructs. **Control** - *white* reporter gene and attB site required for transgene integration into the attP insertion site. **eve-wt** – wild-type 344bp evePRE, **eve-mut** –344bp evePRE with mutated Crol-binding sites. Other elements in **eve-wt** and **eve-mut** the same as in **Control** construct. Numbers on top of the construct schemes (1, 2, 3, and 4) indicate regions amplified by qPCR in X-ChIP experiments. The transgenes were integrated into attP2 insertion point. **B)** The nucleotides mutated in 344bp **eve-mut** were the same as in 20bp-mut tested in EMSA in Figure 3J. **C)** The ChIP experiments were performed with chromatin isolated from 3<sup>rd</sup> instar wild-type larval homozygous for the **eve-wt** or **eve-mut** transgenes. The X-ChIPs were performed with anti-GAF antibody or with IgG. The ordinate shows the percentage of target sequences in the immunoprecipitated material relative to the input DNA and normalized to the positive control—a sequence adjacent to the endogenous *bxd*PRE in BX-C (*bxd*PRE-Genome). The transgene specific regions (1, 2, 3, and 4) are indicated on the abscissa. Vertical lines indicate SDs.

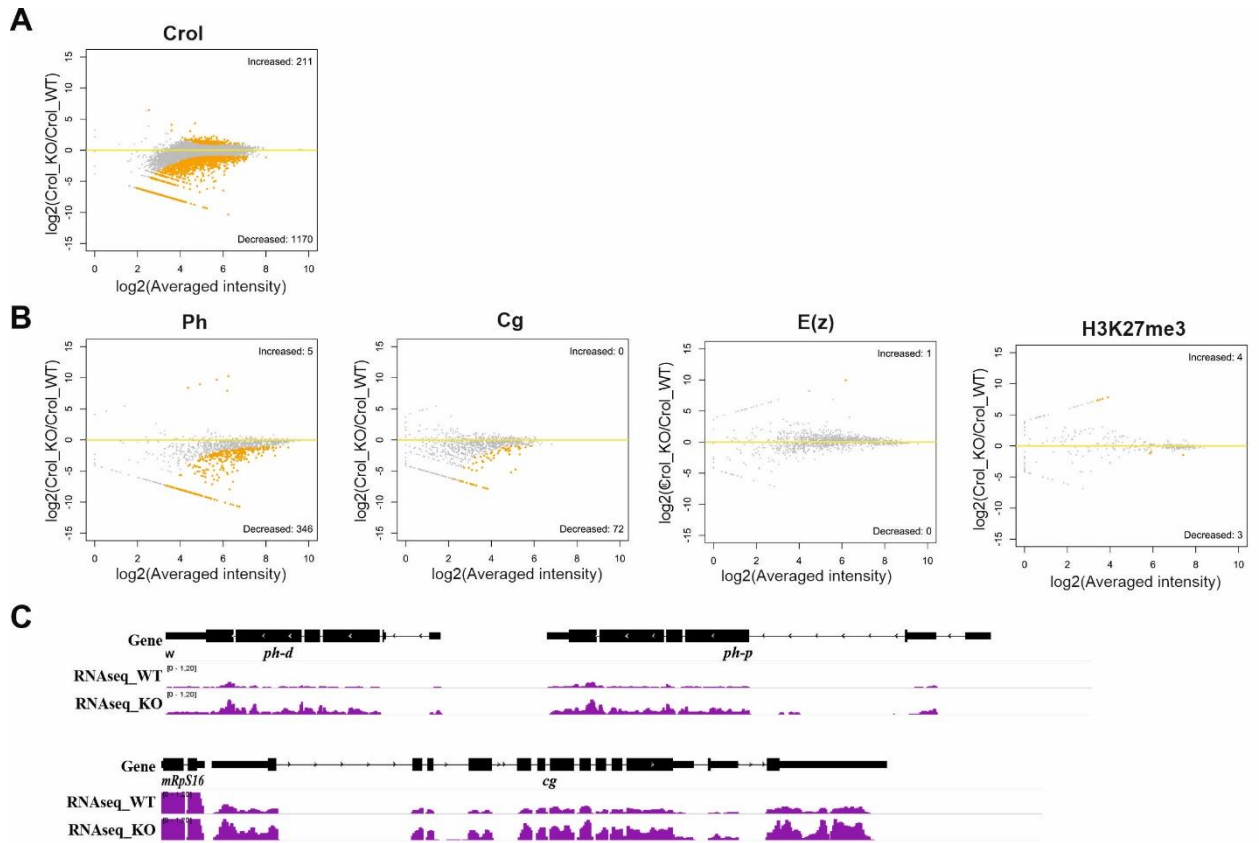

**Supplementary Fig. S11.** Crol KO affects the Ph and Cg binding genome-wide. **A)** The MA-plots show the change in the binding of the Crol in *crol* KO vs wild-type 3<sup>rd</sup> instar larval brains and imaginal discs. Peaks showing significant differential binding (FDR<0.05) as identified by DiffBind are marked in orange. **B)** The MA-plots show the changes in the binding of the Ph, Cg, E(z), and H3K27me3 on the 1170 Crol decreasing peaks in *crol* KO vs wild-type 3<sup>rd</sup> instar larval brains and imaginal discs. Peaks showing significant differential binding (FDR<0.05) as identified by DiffBind are marked in orange. **C)** RNAseq profiles of the the wild-type (WT) and *crol* KO third instar whole larvae are shown for *ph-p/ph-d* (up) and *cg* (down) genes.

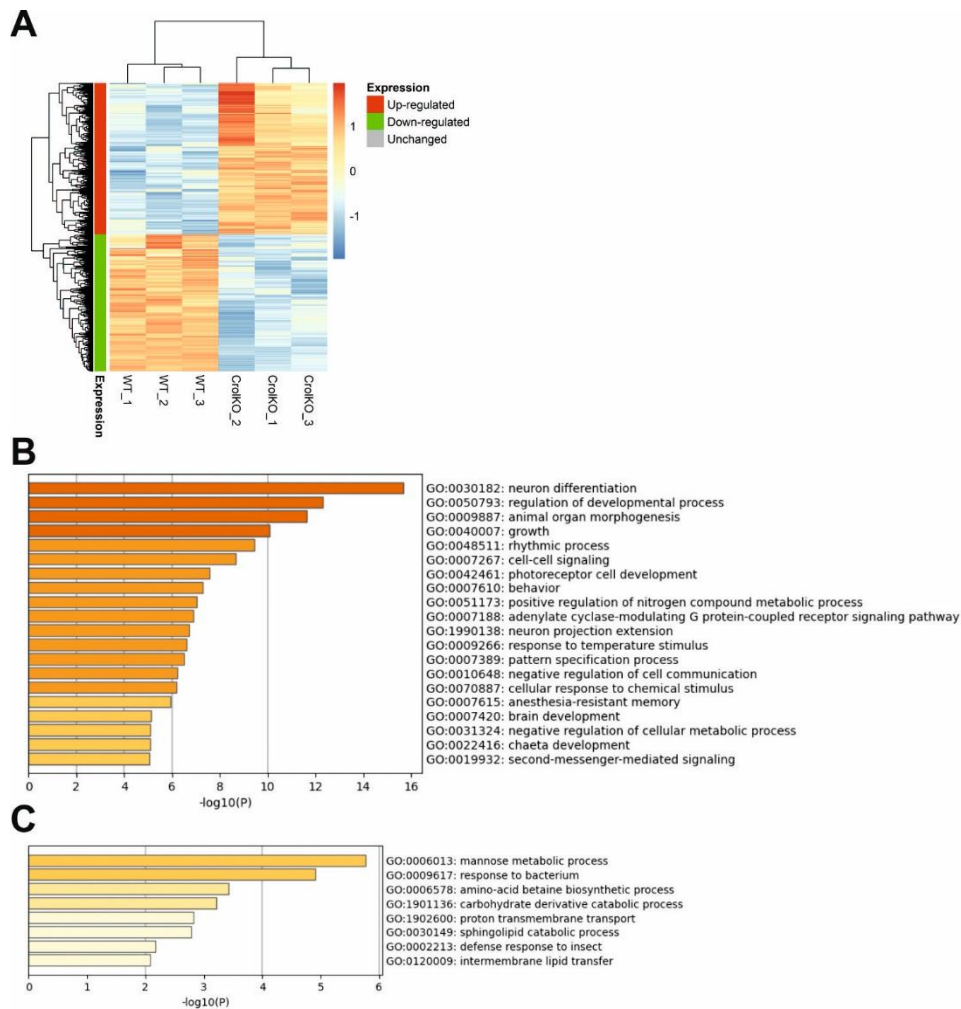

**Supplementary Figure S12.** RNA-seq analysis of the wild-type and *crol* KO flies. **A)** Heatmap for the expression patterns of the DEGs between *crol* KO vs wild-type (WT) third instar larvae. The gradient color indicates the row z-score. **B)** Gene Ontology analysis of genes up-regulated upon *crol* KO. **C)** Gene Ontology analysis of genes down-regulated upon *crol* KO.

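Over the 12434 tested genes, the Spearman correlation of log2 normalized counts was between 0.975 and 0.993 for the 3 pairs of libraries labelled wild-type, between 0.983 and 0.990 for the 3 pairs labelled crol-KO and between 0.925 and 0.959 for the 9 pairs from different groups. These correlations are across genes, which are not independent replicates. The 20 genes of highest count took between 20.7% and 23.5% of the counts in the libraries labelled wild-type and between 28.9% and 30.8% in those labelled crol-KO.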

How the deposited data were processed for this re-analysis (not part of the article)

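RNA was sequenced from whole larvae at instar 3 in 3 libraries labelled wild-type and 3 labelled crol-KO, each from 40 larvae, and 1 table per library was analysed. The authors trimmed the reads with Trim Galore, aligned them to dm3 with STAR and ran RSEM, which gave the deposited expected counts per gene, not scaled to depth. The authors' TPM values from the same RSEM tables are transcript abundances scaled to 1000000 per library. Length and effective length are also in the deposited tables, and differed by a median of 78.8 to 81.1 bases per library. Reads were trimmed, aligned and counted before deposit, so none of these steps could be repeated. The paper's own call of differentially expressed genes used featureCounts and DESeq2, and the featureCounts values were not used here.

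The genotype of each library came from its sample title and genotype field. The names of the deposited tables carry the other genotype, and this conflict was left open. No library was left out. The libraries held between 23637969 and 49236787 expected counts. Replicates carry the numbers 1 to 3 in both groups, from the sample titles. Each library is a separate sample of larvae. The deviations of same-numbered libraries from their group means had a mean correlation of -0.11.

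Counts were rounded, and genes with at least 10 counts in at least 3 libraries were tested with edgeR 4.0.16 in R 4.3.3, by TMM normalization and the quasi-likelihood test with Benjamini-Hochberg adjustment. Calls used an adjusted p under 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. Gene lists were tested with camera, two-sided, at an inter-gene correlation of 0.01, adjusted over the 3 lists beside claims and over 8 closing lists. That correlation was preset and not estimated from the libraries, so that camera's p may be too small for lists of genes that change together. DESeq2 1.42.0 and limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1) were alternatives, as were DESeq2 size factors, upper-quartile normalization, no low-count filter, at least 10 counts in every library, the replicate number as a block, each library left out in turn, no fold change threshold and an adjusted p under 0.01. A correction for transcript length, in which the lowess trend (span 0.3) of each library over log2 length was removed as an offset, was a further alternative. The gene symbols of the tables were matched to current symbols of the Release 6 annotation for 99.1% of tested genes, and that annotation also gave the chromosome arm of a gene and the overlap of the small nucleolar RNA gene with Act57B. No coordinates of it are given, since the authors worked in dm3.

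The comparison of the labelled groups and its tests, the rule for named genes, the members of the lists by symbol other than the roX and testis genes, and the alternatives listed above up to the adjusted p under 0.01 were set before the data were examined. The lists beside claims were written after Supplementary File 8 had been searched. The roX and testis genes, the tests of explanations and the correction for transcript length were added later, and the match of the lists to current symbols was made after the values by the symbols of the tables alone had been seen, so the latter are given as an added alternative. Named genes are the genes the paper's results name, the strain markers w and y, the called members of a reported list, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with a mean of at least 1 CPM and no overlap between groups.

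The tests were checked on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed. edgeR called 92.5% of the changed genes over 12383 genes, with 8 unchanged genes called. The changed genes were drawn above a minimum expected count, and their absolute log2 fold changes were all above 1. The share called therefore does not apply to smaller changes, such as those of ph-p, ph-d and cg, or to genes of low count. With a length trend added (0.35 on the log2 scale per doubling of length, Spearman rho -0.77, steeper than the rho of -0.37 of the real libraries), edgeR called 296 unchanged genes over 12393 genes, and 9 after the length correction. The simulated trend was added without regard to which genes were changed. It cannot show whether the length correction also removes real changes of long genes. Counts of genes near Ph-decreased loci and Crol binding at promoters were not analysed here.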

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

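The tests on w, crol and the paper's list, and the rule by which crol was judged, were chosen only after the results were seen, as were the values of the heat shock and yolk protein genes relative to all genes and the largest medians of the other splits, while the other tests on these genes were chosen after the medians of the lists, but not the values of the tests, had been seen.

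The heat shock genes, which the paper does not discuss, had a median log2 fold change of -2.02 in labelled crol-KO over labelled wild-type, and all 18 tested genes were lower (15 called; adjusted p = 8.0e-21 from edgeR's camera test over 8 lists; lower in 3 of 3 libraries labelled crol-KO). The camera test took a preset inter-gene correlation of 0.01, so its p may be too small for genes that change together. This holds for the yolk protein genes as well. With the correction for length the heat shock median was -2.12. Relative to the median of all tested genes, where the scaling of a library cancels, it was -1.97, so that a few genes taking most of the counts do not account for it through the scaling. The 6 Hsp70 copies, whose reads the counting could share, gave a summed log2 fold change of -2.44 (adjusted p = 2.4e-04 from edgeR). Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1 gave as large a median, the real one, and none of the 6 splits that part fewer pairs did. The largest median of the other 9 splits was 1.05 in size, against 2.02. With 4 splits the share cannot fall under 0.05 whatever the data, so that by this count alone a grouping by accident cannot be told apart from the labels. The design holds genotype as the biological explanation, but wild-type was Oregon and the knockout was made in other stocks. Genotype and strain therefore cannot be told apart, here and for the yolk protein genes, and the direction rests on the labels. The pattern was found and tested on the same libraries. The labels give the instar but not the age within it or the handling at collection, so neither was tested. Of the other lists, salivary glue genes had a median of -0.86 (4 lower, 3 higher, adjusted p = 0.029 from edgeR's camera test). Ecdysone-induced genes had one of -0.56 (11 lower, 1 higher, adjusted p = 0.071 from camera). Late larval fat body genes had one of -0.52 (3 lower, 3 higher, adjusted p = 0.40 from camera).

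The yolk protein genes, also outside the paper's discussion, had a median of -3.96, with 3 of 3 genes called lower (adjusted p = 9.2e-08 from edgeR's camera test; lower in 3 of 3 libraries labelled crol-KO). With the correction for length the median was -4.06, and relative to the median of all tested genes it was -3.91. A different sex ratio of the larvae is a candidate explanation. roX1, transcribed in males, was 1.23 higher on the log2 scale in the libraries labelled crol-KO (adjusted p = 0.0011) and roX2 0.62 higher (adjusted p = 0.046, both from edgeR), which is in line with fewer males in the libraries labelled wild-type. The 10 testis genes had a median of -0.28 (adjusted p = 0.40 from edgeR's camera test; lower in 1 of 3 libraries labelled crol-KO), with 4 genes higher and 6 lower. Of these, 3 were called higher and 0 lower. The 3, aly, can and comr (1.78, 1.24 and 1.08), are named after their values were seen, as is bol. At -0.986 (adjusted p = 0.049 from edgeR), bol missed only the fold change threshold. Fewer males in labelled wild-type would raise testis genes in labelled crol-KO, which the list as a set did not show. Whether the sex ratio accounts for the whole of the yolk difference was not tested. In the splits of the 6 libraries, 1 of 4 that part all same-numbered pairs gave as large a median, the real one, and the largest median of the other 9 splits was 1.19 in size, against 3.96. The number of splits limits this count in the same way, and by it alone a grouping by accident cannot be told apart from the labels.

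The w transcript was 4.63 higher on the log2 scale in the libraries labelled crol-KO. The paper discusses white as a reporter but not this change of its transcript, though w stands in its Supplementary File 8. The w mutation of the stocks used to make the line would lower w in crol-KO, so an exchange of the labels is a candidate explanation. The signs of all 1595 tested genes of the paper's list were opposite as well. The names under which the tables were deposited also carry the other genotype. The crol transcript was -0.73, which an exchange would not give if the knockout lowers crol. It was lower in all 14 alternatives chosen earlier (-1.40 to -0.58, adjusted p = 1.3e-04 to 0.029 from edgeR, DESeq2 or limma). These alternatives reuse the same libraries and keep the trend over transcript length (Spearman rho across genes between -0.42 and -0.24). They are therefore not separate evidence against an exchange. In the correction for length, chosen after the values were seen, crol was -0.14 (adjusted p = 0.63 from edgeR), and -0.091 with the replicate block. Its mean in the libraries labelled crol-KO was 39.6 CPM against 65.7, though the paper deleted its coding part, so that crol does not decide for or against an exchange. Strain and genotype go together in the design, since wild-type was Oregon and the knockout was made in other stocks. The w transcript thus bears on the genotype of a library through its strain, though not on crol itself. With the signs of the paper's list and the names of the tables, w goes with an exchange and against the labels as given. No library was reassigned.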

How the results depend on the processing

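The length correction and the match of the lists by the symbols of the tables alone were chosen after seeing the data, and the other alternatives had been chosen earlier. The comparison of genes near Ph-decreased loci and its alternatives were not run, since they need a dm3 annotation. The yolk protein list gave no value with at least 10 counts in every library, and genes under a filter gave none in that setting.

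The mannose, response-to-bacterium and neuronal lists kept direction and threshold under the 14 alternatives chosen earlier and under the length correction, where the threshold is an adjusted p of 0.05. hth, Dl, tna and Ubx kept their direction and an adjusted p under 0.05 in the same settings, and CG43402 in the 13 that tested it. The fold change threshold of 1 was not kept in the length correction by Dl (-0.91), tna (-0.62) and Ubx (-0.88), without replicate 2 labelled wild-type by tna (-0.86) and Ubx (-0.93), and without replicate 3 labelled crol-KO by Ubx (-0.98). By the symbols of the tables alone, the mannose list had 4 tested genes in place of 11 and its median was -0.54 (adjusted p = 0.084 from edgeR's camera test, against 4.9e-11 to 2.1e-05 over the alternatives chosen earlier), in place of 0.98, because the 7 genes this leaves out include the 4 called higher, while the other 2 lists were 1.05 and -0.98. In the length correction with the replicate block, vn was -0.72 (adjusted p = 0.059 from edgeR, against 3.8e-04 to 0.048 over the alternatives chosen earlier). Its fold change was under 1 there, in the length correction without the block (-0.73), with limma on log2(TPM + 1) (-0.75) and without replicate 2 labelled wild-type (-0.95). The count of called genes was 3386 with limma on log2(TPM + 0.1), against 1685, and 4112 without the fold threshold. The genes called higher numbered 175 with limma on log2(TPM + 1), 247 with log2(TPM + 0.1) and 1900 without the fold threshold. Those called lower were 1689, 3139 and 2212 in the same order, 583 at an adjusted p under 0.01 and 597 with the length correction and the block. The share of calls that were higher was 44.3% with TMM, 54.8% with upper-quartile normalization, 9.39% with limma on log2(TPM + 1), where the median of all genes was -0.48, and 7.29% with log2(TPM + 0.1), where it was -0.67. In 6 fits that each left out 1 library, between 576 and 1089 genes were called lower. Of the genes of Supplementary File 8, 750 were called with the opposite sign with limma on log2(TPM + 1) and 982 with the length correction and the block, against 1474.

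For ph-p, upper-quartile normalization gave -0.53, the replicate block -0.61, and the length correction 0.028 without and 0.037 with the block. Leaving out each library gave -0.77 to -0.35, and of these fits the one without replicate 1 labelled wild-type alone kept an adjusted p under 0.05. For cg the values were -0.44, -0.55, -0.11 and -0.11, and -0.64 to -0.35 across the left-out libraries, of which the fit without replicate 3 labelled wild-type alone kept an adjusted p under 0.05. With limma on log2(TPM + 1) and log2(TPM + 0.1), ph-p was -0.82 and -1.22 and cg -1.05 and -1.21, each with an adjusted p under 0.05. ph-d passed an adjusted p of 0.05 with DESeq2 (-0.67), with limma on log2(TPM + 1) and log2(TPM + 0.1) (-0.72 and -1.21), and without replicate 1 or replicate 3 labelled wild-type (-0.83 and -0.77), was 0.013 in the length correction and 0.023 with the block, and ranged from -0.83 to -0.31 without 1 library. crol was -0.14 in the length correction and -0.091 with the block. Abd-B was 0.21 and 0.22 in these, and ranged from -0.25 to 0.11 without 1 library. With limma on log2(TPM + 1) and log2(TPM + 0.1) it was -0.56 and -0.81 (adjusted p = 0.070 and 0.064 from limma). Upper-quartile normalization moved the median of all genes from -0.052 to 0.067, and ph-p and cg moved with it. Under the TPM settings part of the values of ph-p, ph-d, cg and Abd-B goes with medians of all genes of -0.48 and -0.67. Across the left-out libraries the median of all genes stayed between -0.057 and 0.029. Beyond these shifts, the cause was not tested for the changes with the block, with DESeq2 and across the left-out libraries. y was -0.071 and -0.21 with limma, above the medians of all genes of -0.48 and -0.67, and the ribosomal protein median was -0.015 under both TPM settings, against 0.64. Relative to the median of all genes, the ribosomal median was 0.69 with TMM and 0.47 and 0.66 under these settings, so that its change of sign goes with that shift, and the neuronal median was -0.94 with TMM and -0.19 and -0.69.

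Depth differs by library, and 3 libraries per group limit small changes such as those of ph-p, ph-d and cg. The mean correlation of same-numbered libraries was -0.11.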

Differences from the paper's values

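The paper's log2 fold changes in Supplementary File 8, where the errors are standard errors, are opposite in sign to those of labelled crol-KO over labelled wild-type, for all 20 genes compared. In size, 0 of the 20 differed by more than the larger error. An exchange of the labels, described with w, is a candidate explanation for the opposite signs in this section. CG43402 was -2.03 here and 2.09 in the paper, vn was -1.30 here and 1.20 in the paper, hth was -1.92 here and 1.87 in the paper, Dl was -1.47 here and 1.35 in the paper and tna was -1.15 here and 1.05 in the paper. Ubx was -1.17 here and 1.10 in the paper, w was 4.63 here and -4.53 in the paper, Victoria was 8.36 here and -7.89 in the paper, Lcp3 was 7.68 here and -7.70 in the paper and CG9463 was 7.61 here and -7.65 in the paper. CG31664 was 7.02 here and -7.05 in the paper, Cyp4p2 was 6.69 here and -6.72 in the paper, CG16898 was -8.14 here and 8.00 in the paper, CG18606 was -7.56 here and 7.36 in the paper and CG10081 was -6.95 here and 7.10 in the paper. CG6300 was -6.14 here and 5.87 in the paper, CG9465 was 6.44 here and -6.41 in the paper, CG9466 was 3.83 here and -3.85 in the paper, CG9468 was 3.22 here and -3.24 in the paper and alpha-Man-I was -1.14 here and 1.00 in the paper. None of the alternatives set before the data were examined, nor the length correction chosen after seeing the values, gave any of these genes the sign of the paper. CG10081 was at or under 3 counts in each library labelled crol-KO, so that its value here stands for at least 45.0-fold lower and not for a size.

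The number of called genes, 1685, is within 1.5 times of the paper's 1683 under TMM normalization and edgeR. Of the genes of the paper's list, 1474 were called with the opposite sign and 0 with the same sign. At an unadjusted p under 0.05, 0 had the same sign. The calls are thus largely the paper's genes with the sign reversed (Pearson r = -0.99 across the listed genes). The 746 genes called higher and the 939 called lower therefore do not match the paper's 883 up-regulated and 880 down-regulated genes direction by direction. The paper's list holds 800 down-regulated genes.

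The paper reports that ph and cg are not reduced upon crol-KO, and slightly increased. Here ph-p, ph-d and cg were lower in the libraries labelled crol-KO (-0.65, -0.71 and -0.56). In the length correction, chosen after seeing the values, ph-p and ph-d were slightly higher (0.028 and 0.013) and cg was -0.11, none of them past the threshold (adjusted p = 0.89, 0.95 and 0.37 from edgeR). The paper reports Ubx, CG43402, vn, hth, Dl and tna as increased, and here their log2 fold changes were -1.17, -2.03, -1.30, -1.92, -1.47 and -1.15. It associates neuron-related functions with up-regulated genes, and mannose metabolism and infection response with down-regulated genes, and here the medians of the 3 lists were -0.996, 0.98 and 1.04. With the mannose list matched by the symbols of the tables alone, a setting chosen after seeing the values, its median was -0.54 and did not pass the threshold (adjusted p = 0.084 from edgeR's camera test). That setting leaves out CG9463, CG9465, CG9466 and CG9468 and keeps alpha-Man-I, which all have the sign opposite to the paper's, so that the sign of this median does not show the paper's direction.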

Other observations

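The test on single libraries' transcript length and the comparison of the neuronal list with random lists were chosen only after the trend and the length-corrected neuronal median had been seen, and the counts under other scalings after their values.

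Log2 fold change fell with transcript length (Spearman rho = -0.37 over 12434 genes). Libraries of one group differed along length as well. Replicate 2 labelled wild-type against the other 2 of its group had a rho of 0.44, and replicate 1 labelled crol-KO against the other 2 of its group one of 0.38. A length bias of single libraries is a candidate explanation for part of the trend, since the largest of these, 0.44, exceeds that between the groups. Other values argue against any single library as its source. With each library left out in turn, rho stayed between -0.42 and -0.33. The deviations of the libraries labelled wild-type correlated with length at 0.22, 0.45 and 0.11 (replicates 1, 2 and 3). Those of the libraries labelled crol-KO did so at -0.11, -0.39 and -0.43, so that the trend went with the groups. Among 10000 random lists matched on length and mean expression, the median of the neuronal list (-0.996) lay at percentile 0 (the central 95% of lists ran from -0.73 to -0.32), and that of the ribosomal protein list (0.64) at percentile 100 (0.24 to 0.49). Both medians lay outside those of lists matched on length, and the lists matched to the neuronal genes had a median of -0.51 themselves, so length may account for part of the neuronal value. Under the TPM settings the ribosomal median changed sign to -0.015, where the median of all genes was -0.48 and -0.67. Relative to the median of all genes it was 0.69 with TMM, and 0.47 and 0.66 under these settings.

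Of the 10 splits of the 6 libraries, 4 part all 3 same-numbered pairs, and of these 1, the real one, called as many genes (1685) as the labels do. The other 9 splits called 0 genes, with 34 to 966 genes at an unadjusted p under 0.05 against 5668. The medians of the mannose, response-to-bacterium and neuronal lists were as large in 1 of the 4 splits, the real one, in each case. With 4 splits a share under 0.05 cannot be reached. With DESeq2 size factors 1633 of the 1685 genes were also called, and with upper-quartile normalization 1498, so that most calls did not depend on the choice among these scalings. Under limma on log2(TPM + 1) and log2(TPM + 0.1), 811 and 1166 of them were also called. Those settings scale each library to a fixed total but also change the test. The effect of a few abundant genes on the calls was therefore not settled.

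The genes detected in 1 labelled group only (at least 10 counts in each library of one group and at most 3 in each of the other) numbered 38, of which 12 were found in labelled crol-KO and 26 in labelled wild-type. Of these, 4 lie on arm 2L of the Release 6 annotation, where crol lies, or 10.5% against 18.7% of tested genes (Fisher's exact test, two-sided, p = 0.29). A strain variant on that arm was not shown by this test. The largest share was that of arm 2R, singled out after its value was seen, with 13 of the 38 genes, or 34.2% against 20.9% of tested genes (Fisher's exact test, two-sided, p = 0.068, adjusted over 5 arms p = 0.34).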
